# Antagonistic action of GPS2 and KDM1A at enhancers governs alternative macrophage activation by interleukin 4

**DOI:** 10.1093/nar/gkac1230

**Published:** 2023-01-05

**Authors:** Zhiqiang Huang, Astradeni Efthymiadou, Ning Liang, Rongrong Fan, Eckardt Treuter

## Abstract

The Th2 cytokine interleukin 4 (IL4) promotes macrophage differentiation into alternative subtypes and plays important roles in physiology, in metabolic and inflammatory diseases, in cancer and in tissue regeneration. While the regulatory transcription factor networks governing IL4 signaling are already well-characterized, it is currently less understood which transcriptional coregulators are involved and how they operate mechanistically. In this study, we discover that G protein pathway suppressor 2 (GPS2), a core subunit of the HDAC3 corepressor complex assembled by SMRT and NCOR, represses IL4-dependent enhancer activation in mouse macrophages. Our genome-wide and gene-specific characterization revealed that, instead of directly repressing STAT6, chromatin-bound GPS2 cooperates with SMRT and NCOR to antagonize enhancer activation by lysine demethylase 1A (KDM1A, LSD1). Mechanistically, corepressor depletion increased KDM1A recruitment to enhancers linked to IL4-induced genes, accompanied by demethylation of the repressive histone marks H3K9me2/3 without affecting H3K4me1/2, the classic KDM1A substrates for demethylation in other cellular contexts. This in turn caused enhancer and gene activation already in the absence of IL4/STAT6 and sensitized the STAT6-dependent IL4 responsiveness of macrophages. Thus, our work identified with the antagonistic action of a GPS2-containing corepressor complex and the lysine demethylase KDM1A a hitherto unknown epigenetic corepressor-coactivator switching mechanism that governs alternative macrophage activation.

## INTRODUCTION

Macrophages are crucial components of innate immunity that are present in almost all tissues. Their functionality and activation states are tightly regulated by tissue-derived signals. Based on their inflammatory properties, macrophages are classified into distinct activation states, from pro-inflammatory M1 to anti-inflammatory M2 subtypes (1–4). Th2-type cytokines such as interleukin 4 (IL4) promote the differentiation of M2 macrophages and thereby control multiple physiological processes ranging from immune modulation in obesity, cardiovascular diseases and type 2 diabetes to wound healing and tissue regeneration (5–8). IL4-remodeled M2 macrophages are generally considered beneficial as they alleviate chronic metabolic inflammation and improve energy balance in tissues. In contrast, in tumor-associated macrophages, IL4 creates an inflammation inhibitory microenvironment which in turn drives tumor growth and metastasis (9,10). Therefore, deciphering the multifaceted roles of IL4 signaling in macrophages is also crucial for better understanding mechanisms underlying human diseases.

Previous studies, using bone marrow-derived macrophages (BMDMs) and the macrophage cell line RAW264.7 as common experimental models, have identified several transcription factors (TFs) that are critical in regulating IL4 pathways in mice (11–16). Studies using monocyte-to-macrophage differentiation have revealed that the requirement of the same TF classes appears conserved in human IL4 pathways (4,17). These studies suggest that the primary IL4-regulated TF is STAT6, which induces early IL4 responses along with inducing PPARγ and EGR2 to control late IL4 responses (11–13,18). These signal-responsive TFs (SRTFs) cooperate with lineage-determining TFs (LDTFs) such as PU.1/ETS factors, AP1 family members (JUN, JUNB, FOS), CEBPs and MYC to regulate chromatin accessibility, enhancer activity and IL4 target gene expression. This cooperation is highly dynamic and influenced by cellular context, determining TF expression and signal responses, and individual genetic variation of DNA sequence motifs which dictate the TF association with chromatin. These aspects likely contribute to the variation of IL4 responses in individuals, as demonstrated for example by the substantial differences of IL4-regulated gene expression in five mouse strains carrying natural genetic variants, some of which affecting also STAT6 binding (11). Moreover, stimulation of BMDMs with IL4 and interferon γ (IFNγ) revealed extensive transcriptional and epigenomic crosstalk between M1 and M2 pathways, emphasizing that the participating SRTFs and LDTFs influence each other to control gene expression under complex environmental conditions (16).

Beyond TFs and genetic variation controlling IL4 signaling, above studies also indicated that there is another level of regulation related to the control of gene expression by epigenetic mechanisms. Transcriptional coregulators are suspected to play key roles in these mechanisms, as they are required for TFs to modulate the chromatin landscape and to control gene transcription (19,20). Alterations in the ratio of TFs and associated corepressors and coactivators, often acting in complexes that carry histone-modifying activities such as deacetylases and demethylases, cause epigenetic changes within specific chromatin regions defined by topologically associating domains (TADs). Within individual TADs, TF-coregulator-networks operate to regulate mRNA transcription rates (gene expression) by binding to cis-regulatory elements (CREs), including enhancers, silencers and promoters, by stimulating or inhibiting eRNA transcription and enhancer-promoter looping, by modifying specific histone marks linked to activation or repression, and by communicating with the basal RNA polymerase II machinery (21–26).

In contrast to the evidence already provided for TFs and enhancers, the epigenetic regulatory mechanisms by which coregulators, especially corepressors, participate in macrophage M2 activation are currently poorly characterized. Among the relevant candidates is a fundamental corepressor complex containing the core subunits histone deacetylase 3 (HDAC3), G protein pathway suppressor 2 (GPS2), nuclear receptor corepressor 1 (NCOR, alias N-CoR, NCOR1), silencing mediator of retinoid and thyroid hormone receptors (SMRT, alias NCOR2), and two transducing beta-like proteins (TBL1, TBLR1) (20,27–31). Notably, macrophage-specific knockout (KO) mice depleting different subunits of the complex show in part opposite inflammatory and metabolic phenotypes, suggesting the existence of sub-complexes or modules (20). NCOR or HDAC3 seem to partly control IL4-induced gene expression (32–34), and also to participate in IL4-dependent repression of gene subsets (15). SMRT (encoded by the human gene *NCOR2*) has additionally been shown to be critical for IL4-dependent human monocyte differentiation (17). Our studies have particularly revealed that SMRT and GPS2 depletion sensitizes mouse macrophages to pro-inflammatory stimuli, consistent with correlation analysis of human adipose tissue macrophages in the context of obesity and type 2 diabetes (35,36). This was mechanistically further explored with an emphasis on enhancers and silencers that control pro-inflammatory gene expression in BMDMs and RAW264.7 cells (37). Although the corepressor complex seems well positioned to integrate both M1 and M2 signals, it remains to be elucidated how it mechanistically controls the macrophage IL4 response in a gene-selective manner, in cooperation with TFs and potentially other coregulators.

In this study, we systemically investigate these issues with specific focus on the corepressor complex subunit GPS2, along with studying the involvement of SMRT and NCOR. Our data indicate that GPS2, as integral part of the corepressor complex, represses IL4 target gene transcription by modulating enhancer-promoter looping, chromatin accessibility and histone modifications, but without directly interacting with STAT6. In search for other alternative mechanisms, we identified the histone demethylase KDM1A (also known as LSD1) using chromatin proteomics. As so far neither GPS2 nor KDM1A have been linked to the M2 pathway, we dissected their mechanistic relationship both genome-widely and at individual IL4 target genes. We show that GPS2 depletion increased KDM1A recruitment to enhancers linked to IL4-induced genes, accompanied by demethylation of the repressive histone marks H3K9me2/3 without affecting H3K4me1/2, the classic KDM1A substrates. This in turn caused enhancer and gene activation already in the absence of IL4/STAT6 and sensitized the STAT6-dependent IL4 responsiveness of macrophages. We therefore discovered a hitherto unknown epigenetic mechanism by which the antagonistic action of the corepressor GPS2 and the coactivator KDM1A controls IL4-dependent macrophage activation and maintains a repressive basal state prior to IL4 activation. Because GPS2 expression and function varies in human metabolic-inflammatory disease states, and KDM1A can be pharmacologically modulated, the identified antagonism could be of both mechanistic and translational importance.

## MATERIALS AND METHODS

### Macrophage cell cultures and treatments

The mouse macrophage cell line RAW264.7, hereafter referred to as RAW cells, was purchased from ATCC (ATCC, TIB-71). Cells were cultured in DMEM medium supplemented with 10% FBS and 100 U/ml pen/strep. The *Gps2* KO RAW cell line was generated using CRISPR-Cas9 as described previously (36,37). For RNA-seq and RT-qPCR analysis, RAW cells were incubated with IL4 (20 ng/ml) for 6 h before RNA extraction. PPAR}{}$\gamma$ ligand (Rosiglitazone, 5 μM) treatment was for 12 h. For ChIP-seq, CUT&Tag, ATAC-seq and 4C-seq experiments, RAW cells were subjected to 1 h IL4 (20 ng/ml). For PU.1 inhibition experiments, 5 μM of DB2115 (MCE, HY124676A) inhibitor (38) was used overnight to block the DNA binding of PU.1 in RAW cells. For KDM1A (LSD1) inhibition experiments, RAW cells were incubated overnight with 1 μM of the indicated inhibitors GSK-LSD1 (Sigma, SML1072), LSD1i-S2101 (Sigma, 489477) and LSD1i-SP2509 (Sigma, 5.09703). Protein samples were extracted for western blot (H3K4me1/2). GSK-LSD1 was used to check the enrichment of H3K4me1/2 and KDM1A at the *Ptgs1* locus by ChIP-qPCR. GSK-LSD1 was also used to measure the gene expression in GPS2 KO RAW cells. Bone Marrow-Derived Macrophages (BMDMs) were isolated from femur or tibia of macrophage-specific *Gps2* KO mice (C57Bl/6 background) as described in our previous studies (36,37). BMDMs were differentiated in DMEM medium supplemented with 10% FBS, 100 U/ml pen/strep and 30% L929 conditioned medium for 7 days before further experiments. Differentiated BMDMs were treated with IL4 (20 ng/ml) for 6 h for RT-qPCR or RNA-seq analysis. Human blood CD14^+^ monocytes were obtained from Lonza (Catalog: 4W-400). Monocytes were maintained in X-VIVO medium (Lonza, BE04-448Q) supplemented with 10% FBS and 20 ng/ml GM-CSF (Sigma, G5035) for one week differentiation into macrophages. Differentiated macrophages were subjected to *GPS2* knockdown and control lentivirus infection and selected with 1 μg/ml puromycin for two additional days. GPS2-depleted and control macrophages were treated with human IL4 (20 ng/ml) (Sigma, GF337) for 6 h, and gene expression was determined by RT-qPCR. HEK293 (ATCC, CRL-1573) cells were maintained in DMEM medium supplemented with 10% FBS and pen/strep 100 U/ml and used for lentivirus packaging and co-immunoprecipitation experiments.

### Lentivirus-shRNA-mediated knockdown in RAW cells

Lentiviral shRNA sequences were designed via GPP Web Portal (Broad Institute). Mouse targets: *Gps2* (clone ID: TRCN0000037133), *Ncor (Ncor1)* (clone ID: TRCN0000350169), *Smrt (Ncor2)* (clone ID: TRCN0000238140), *Stat6* (clone ID: TRCN0000226179), *Pparg* (clone ID: TRCN0000001658), and *Kdm1a* (Clone ID: TRCN0000071375). Human target: *GPS2* (clone ID: TRCN0000036876). The shRNA sequences were synthesized and constructed into the PLKO.1-TRC vector (Addgene, 10878). The lentiviral shRNAs were then packaged in HEK293FT cells using psPAX2 (Addgene, 12260) and pMD2.G (Addgene, 12259). The lentiviral particles were transduced into RAW macrophages and stable cell lines were generated using 5 μg/ml puromycin selection for 5 days. The stable cell lines were expanded and used for further experiments.

### Western blot analysis

2 × 10^5^ cells were seeded one day before the experiments and washed twice with PBS before they were lysed in RIPA buffer. Protein concentrations were determined by BCA assay. Protein samples were resolved for SDS-PAGE, blotted onto PVDF membranes and probed with antibodies for PTGS1 (Sigma, AV41836), GPS2 (custom-made rabbit polyclonal IgG, as previously described (36,39), NCOR (Bethyl, A301-145A), SMRT (Bethyl, A301-147A), H3 (Abcam, ab1791), STAT6 (Sigma, S-6433), p-STAT6 (Thermo, 700247), β-actin (Abcam, ab8226), H3K27ac (Abcam, ab4729), H3K4me3 (Abcam, ab8580), H3K9me2 (Abcam, ab1220), H3K9me3 (Abcam, ab8898) or KDM1A (Abcam, ab17721). Membranes were developed using the ECL system. All antibodies are listed in the Supplementary Table II.

### Co-immunoprecipitations

HEK293 (ATCC, CRL-1573) cells were co-transfected with pcDNA3-HA-GPS2 (36) or pCMV3-HA-KDM1A (40) and expression plasmids for the indicated FLAG-tagged TFs (36). Cells were lysed after 48 h transfection, and the lysate was incubated with anti-HA (BioLegend, 901513) or anti-FLAG (Sigma-Aldrich, F7425) coupled to protein A magnetic beads for 3 h at 4°C. Beads were washed with lysis buffer five times and eluted at 98°C for 10 min. The eluted sample was used for western blot and detected with anti-FLAG or anti-HA antibodies. Whole-cell lysate was used as input.

### ATAC-seq

ATAC-seq (Assay for Transposase-Accessible Chromatin using sequencing) using cell nuclei was performed as described previously (37,41). RAW cells were treated with vehicle or IL4 (20 ng/ml) for 1 h and washed with PBS twice. The cells were then scrapped and resuspended in lysis buffer. Cell nuclei were spun down and transferred into transposition reaction buffer and incubated at 37°C for 30 min. Genomic DNA was extracted using PCR Purification Kit (Qiagen, 28106). ATAC-seq library amplification was performed with the previously reported protocol (41). The purified DNA library mix was sequenced on NextSeq 550 (Illumina, 75 SE reads) in BEA Core Facility (Karolinska Institutet, Huddinge, Sweden) with pair-ended output.

### Rapid immunoprecipitation mass spectrometry of endogenous proteins (RIME)

The RIME in BMDMs and RAW cells was performed according to a previous protocol with slight modifications (42). In brief, four plates (15 cm) of RAW/BMDM cells were first crosslinked with 10 ml 2 mM disuccinimidyl glutarate (DSG) for 30 min and then with 10 ml 1% formaldehyde for 10 min. The crosslinking was terminated by adding 500 μl 2.5 M of glycine to the cells and incubation for 5 min. The cells were then washed three times with cold PBS containing protease inhibitors. Cells were lysed in 50 ml lysis buffer with 50 mM HEPES–KOH (pH 7.5), 140 mM NaCl, 1mM EDTA, 10% glycerol, 0.5% Igepal CA-630, 0.25% Triton X-100 for 10 min, the nuclei of the cells were then pelleted with centrifugation at 4200 rpm at 4°C for 10 min. The nuclei were resuspended in 40 ml buffer with 10 mM Tris–HCl (pH 8.0), 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA for 10 min and pelleted at 4200 rpm at 4°C for 10 min. The nuclei pellets were resuspended with 8 ml buffer containing 10 mM Tris–HCl (pH 8.0), 100 mM NaCl, 1mM EDTA, 0.5mM EGTA, 0.1% Na-deoxycholate, 0.5% *N*-lauroylsarcosine. The lysed nuclear extracts were sonicated for 35 cycles (30 s ON/30 s OFF) in Bioruptor Pico. For immunoprecipitation, 2 μg of rabbit polyclonal GPS2 antibody (custom-made, as described previously (36,43), or IgG were incubated with 25 μl Protein A Dynabeads (Invitrogen, 10002D) in 1 ml blocking buffer (0.5% BSA) overnight. The beads were then washed three times with cold blocking buffer and incubated with 100 μg chromatin at 4°C overnight with slow rotation. After the incubation, the beads were washed 6–7 times with wash buffer containing 50 mM HEPES–KOH (pH 7.5), 500 mM LiCl, 1 mM EDTA, 1% NP-40, 0.7% Na-deoxycholate. To enrich the immunoprecipitated proteins, we merged six samples and used 20 μl PAGE gel loading buffer to elute proteins. The samples were boiled at 95 }{}$^\circ$C for 10 min. The beads were removed using a magnet stand. The eluted samples were separated by protein electrophoresis for about 5 min using 100 V to remove the detergents. The gel pieces containing the eluted protein samples were cut out and transferred into 1.5 ml tubes and stored in 1 ml distilled water. Protein samples were subjected to LC–MS/MS (Proteomics core facility, ZMBH Heidelberg, Germany). The identified interaction protein matrix was filtered by comparing the enrichment with the IgG groups. The matrix was further uploaded to the online SRING platform (44) to search the interaction networks.

### ChIP-seq, ChIP-qPCR and CUT&Tag

Chromatin immunoprecipitation followed by sequencing (ChIP-seq) and qPCR (ChIP-qPCR) were performed as previously described (35–37). The following antibodies were used: H3K27ac (Abcam, ab4729), H3K4me1 (Abcam, ab176877), H3K4me2 (Abcam, ab32356), H3K4me3 (Abcam, ab8580), GPS2 (custom-made, as described previously (36,43), Pol II (BioLegend, 8WG16), NCOR (Bethyl, A301-145A), SMRT (Bethyl, A301-147A), STAT6 (Cell Signaling, 9362), pSTAT6 (Thermo, 700247), KDM1A (Abcam, ab17721), H3K9me2 (Abcam, ab1220), H3K9me3 (Abcam, ab8898) and H3K9ac (Sigma, 06–942). All ChIP-seq antibodies are listed in the Supplementary Table II. Briefly, one 15 cm^2^ plate of RAW cells were crosslinked with 10 ml 2 mM disuccinimidyl glutarate (DSG) (VWR, A7822.0001) for 30 min followed by 10 ml 1% formaldehyde for 10 min. The crosslink reaction was stopped by adding 500 μl 2.5 M glycine to the final concentration of 0.125 M and incubating for 5 min. The lysed RAW cell nuclei were sonicated for 30 min (30s ON/30s OFF) with Bioruptor Pico (Diagenode, B01060010). Protein A Dynabeads (Invitrogen, 10002D) were incubated with indicated antibodies (1–4 μg). The ChIP-ed DNA was purified using Clean & Concentrator Capped Zymo-Spin I (Zymo Research, D4013) kit. The DNA was used for ChIP-qPCR using primers against the indicated regions (Supplementary Table I) and for the library preparation. The ChIP-seq library was prepared using Takara ThruPLEX DNA-Seq Kit (Takara, R400736). Sequencing was performed in the Illumina NextSeq 550 (Illumina, 75SE reads) by the BEA Core Facility (Karolinska Institutet, Huddinge, Sweden) with single-ended output. ChIP-qPCR was performed with SYBR Green (KAPA Biosystems, 07959567001) to validate the ChIP-seq results. CUT&Tag was performed using a published protocol (45). Library samples were sequenced on Novaseq 6000 (S4, PE150) and NextSeq 2000 (PE100) platforms using pair-ended output.

### Computational analysis of ChIP-seq, CUT&Tag and ATAC-seq data

The public ChIP-seq data GSM4848501, GSM4848502, GSM4848505, GSM4848506, GSM2845662, GSM2845663, GSM2845664, GSM2845665, GSM2867738, GSM2867739, GSM1631862 and GSM1631866 were obtained from GEO platform and re-analyzed by standard protocols. All public ChIP-seq datasets are listed in the Supplementary Table III. Sequencing files in this study (FASTQ files) were aligned to the NCBI37/mm9 version of the mouse reference genome, using Bowtie on the Uppsala Multidisciplinary Center for Advanced Computational Science (UPPMAX) under project SNIC2018/8-122. The sequencing tags were then read and imported to HOMER (46). Peaks were identified using HOMER with default settings (the peak calling parameters were slightly different between ChIP-seq for histone marks and TFs/coregulators, and overlapped peaks were calculated by merging together all individual peak files from each experiment).The CUT&Tag data peak calling was performed using MACS2 (47). The statistical comparison of differential peak tag counts was performed using edgeR in R. Peak changes with an adjusted *P*-value <0.05 were considered as differential peaks. Bedtools was used to find the overlapped peaks for the indicated analysis and extracted the desired peaks coordinates (GPS2 etc.) Peak coverage analysis was perform using annotatePeaks.pl and plot the 3 kb upstream and 3 kb downstream region from the indicated peak center. Heatmap plot was performed using Deeptools (48). The analysis of ATAC-seq results was described in our previous study (37). Paired-end data were aligned to the mouse mm9 genome using Bowtie2 and ATAC-seq peak calling was done using MACS2 (47). The statistical analysis for differential expression was further performed using edgeR. Peak changes with an adjusted *P*-value <0.05 were considered as differential peaks. In the quantitative analysis (percentage) for both ChIP-seq and CUT&Tag, total tags (10^7^) were used as the normalization factor. The related datasets were used from the HOMER outputs.

### RNA isolation, RT-qPCR and RNA-seq

Total RNA was extracted from the cells using the E.Z.N.A. Total RNA Kit (Omega) according to the manufacturer instructions. One microgram of total RNA was used for reverse transcription using Superscript II reverse transcriptase kit (Life Technologies, 18064022). *Gapdh/GAPDH/RPS14* was used as internal control. Relative changes in mRNA expression were calculated using the comparative cycle method (2^−ΔΔCt^). The RT-qPCR primers are listed in the Supplementary Table I. RNA-seq samples for both *Gps2* KO and KDM1A knockdown cells were sent to Novogene and the BEA Core Facility (Karolinska Institutet, Sweden) for library preparation and sequencing. RNA-seq data from WT vs. *Stat6* KO BMDMs and the related STAT6 ChIP-seq data were obtained from the public GEO dataset GSE106706 (15). The FASTQ data were aligned to mouse mm9 genome using HISAT2 and Bowtie2 on Galaxy platform. The re-analysis of the RNA-seq was performed by HOMER software (46). Transcripts with an adjusted *P*-value <0.05 were considered as differentially expressed genes. Gene tag counts were extracted by -rpkm normalization and visualized in GraphPad software and with ggplot2 (version 3.3.6). The Gene Ontology (GO) enrichment analysis was performed with the R package clusterProfiler (version 4.4.4) (49) and the enriched terms were visualized as a network with the same package. The R package DoRothEA (version 1.8.0) was used as a source of TF-gene target interaction information (50). Only the interactions with confidence level A, B and C were kept. The viper algorithm of this package was used to perform the enrichment analysis of the target's expression in the RNA-seq data. The minimum number of targets per TF was set to 5 and the eset.filter to FALSE.

### 4C-seq and data analysis

The circular chromosome conformation capture assay followed by high-throughput sequencing (4C-seq) was modified from a previous report (51) and executed according to the detailed protocol described in our previous study (52). In brief, two 15 cm^2^ RAW cells were crosslinked with 2% formaldehyde for 10 min and stopped with 0.125 M glycine (final concentration). Cells were counted and divided into 10^7^ cells per tube. The cells were re-suspended in 10 ml cytosol lysis buffer containing 50 mM Tris–HCl, 150 mM NaCl, 5 mM EDTA, 0.5% NP-40, 1% Triton X-100 for 10 min. The nuclei were pelleted and resuspended with 440 μl Milli-Q water. 60 μl digest buffer, 15 μl 10% SDS and 75 μl 20% Triton X-100 were added to the cell nuclei and the mix was incubated at 37°C for 2 h, with 900 rpm shaking speed. After that, 200 U of the restriction enzyme DpnII (NEB, R0543M) was added for three times and the sample mix was kept in the shaking incubator overnight. The enzyme was inactivated by incubating for 20 min at 65°C. Samples were transferred to 50 ml Falcon tubes with 700 μl ligation buffer and 5.5 ml Milli-Q water. 100 U T4 ligase (NEB, M0202M) was added and the mix was incubated overnight at room temperature. The ligated genomic DNA was purified by phenol-chloroform buffer and further digested with the second enzyme BfaI (NEB, R0568L) at 37°C overnight. The second restriction enzyme was inactivated by incubating the mix for 20 min at 65°C and the secondary ligation was done at room temperature overnight. The secondary ligated DNA was purified by QIAquick PCR purification kit (QIAGEN, 28104). The 4C library was amplified by *Ptgs1* 4C promoter bait primers using expand long template PCR system (Roche, 117590600001). The 4C-PCR primer was listed in the Supplementary Table I. The amplified DNA was purified by QIAquick PCR purification kit. DNA concentrations were determined by Qubit Fluorometric Quantification kit (ThermoFisher, Q33238). 10 ng of DNA was used for the high-throughput sequencing library preparation. The library was prepared using SMARTer PicoPLEX library preparation kits (Takara, R400676) and SMARTer DNA unique dual index kits (Takara, R400661). The purified DNA library mix was sequenced using NextSeq 550 (Illumina,75SE reads) at the BEA Core Facility (Karolinska Institutet, Sweden). The FASTQ data were generated by the standard 4C analysis of 4Cseqpipe protocol (51). The reading primer sequences were trimmed from the raw reads. The *cis*-interacting DNAs were plotted in the same chromosome window. All data were normalized to the same read counts for comparative analysis.

### Statistical analysis

All experiments were done with biological replicates and were performed at least two times. Statistical tests were performed using GraphPad Prism 8.0 (GraphPad Software, Inc., La Jolla, CA), and all data are represented as mean ± s.e.m. Normal distribution tests were performed before statistical analysis. Group comparisons were assessed by Student's *t*-test (two groups), and one-way ANOVA test followed by Tukey's or Dunnett's post hoc test (multiple comparisons). Hypergeometric test (phyper) was used to check the data correlation between *Gps2* KO and KDM1A knockdown. All statistical tests were two-tailed, and *P* <0.05 was defined as significant. No statistical methods were used to predetermine sample size. No samples were excluded from the analyses.

## RESULTS

### GPS2 depletion sensitizes macrophages to IL4 treatment by enhancer de-repression

To explore the involvement of GPS2 in macrophage IL4 pathways, we performed RNA-seq in bone marrow-derived macrophages (BMDMs) of WT and *Gps2* KO mice with or without IL4 stimulation (Figure 1A). 

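Bone marrow-derived macrophages are primary macrophages grown from mouse bone marrow, and the experiment had 4 groups, WT and Gps2 KO cells, each without IL4 and with 20 ng/ml of IL4 for 6 h, with 4 libraries listed for each group. The authors counted reads on exons of annotated genes of the mm9 mouse genome with HOMER and compared the groups with DESeq2. The table analysed here holds the log2 fold change, p-value and adjusted p-value of each comparison for 16478 genes and no values per library, so the depth and the spread between libraries are unknown. The counting was run on both strands, so reads of overlapping genes on opposite strands are not separated. A standard error was computed for each gene as the one at which its log2 fold change gives its deposited p-value in a two-sided normal test. The difference between the KO effects with and without IL4, which is the change in the IL4 response, was computed from the 2 comparisons, which share no libraries, and tested against both standard errors with Benjamini-Hochberg adjustment. In the authors' deposited table, 5495 genes had an adjusted p under 0.05 for IL4 in WT cells. The authors' deposited table calls 7903 genes in KO against WT cells without IL4 and 4015 genes with IL4. The computed IL4 response differed between KO and WT cells in 6117 of 15664 genes, being larger in 3213 and smaller in 2904. With an absolute log2 difference over 1 also required, 1451 of these genes were left.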

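In the authors' deposited table, Gps2, on chromosome 11 of mm9 from 69727522 to 69730096, had a log2 fold change in KO against WT BMDMs of -1.34 without IL4 (adjusted p = 1.9e-68 from DESeq2) and -1.46 with IL4 (adjusted p = 2.1e-98). The standard errors computed for these changes were 0.08 and 0.07, and the computed difference between them, -0.13 (standard error 0.10), had an adjusted p of 0.36. Values are given for 3 other subunits of the corepressor complex. Without IL4 the authors' deposited table calls Tbl1x lower in KO cells at -0.33 (computed standard error 0.12), while Ncor1 at 0.13 and Hdac3 at -0.13 were not called. With IL4 the authors' deposited table calls none of these 3 genes.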

Depletion was specific to GPS2 and had no effect on other core subunits of the corepressor complex (Supplementary Figure S1A). We then compared the transcriptome signatures of IL4 treatment and *Gps2* KO in BMDMs (Figure 1A). Around 60% of IL4-activated genes were de-repressed by GPS2 depletion (labelled as cluster 1 in Figure 1A) in contrast to the other 40% genes (cluster 2) that were decreased in the *Gps2* KO macrophages. 

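By the authors' deposited table, 652 of the genes induced by IL4 in WT cells were higher in IL4-treated Gps2 KO cells and 493 were lower. The share that was higher, computed from these calls, was 56.9% (exact Clopper-Pearson 95% confidence interval 54.0% to 59.8%, which covers counting error only), and the share that was lower was 43.1%. Among genes reduced by IL4 in the authors' deposited table, 588 were higher and 698 lower in KO cells. The IL4-treated WT libraries enter both comparisons with opposite sign, so chance values in them make induced genes appear lower in KO cells. Across 20 simulations in which KO and WT cells did not differ, the share of IL4-induced genes that were higher by sign alone lay between 39.5% and 42.8%, against 53.6% computed for the deposited fold changes. Among simulated genes with an unadjusted p under 0.05 for the KO effect it lay between 24.7% and 36.6%, and it was 56.9% among the called genes. The simulated genes pass by chance alone, whereas the called genes pass an adjusted threshold, so the 2 shares cannot be compared. Of the 652 genes, 236 were also called higher in KO cells without IL4 and 278 were called lower there. For 368 of the 652 genes the computed IL4 response was larger in KO cells, and for 128 it was smaller. From the 2 groups of genes, the paper states that GPS2 depletion de-repressed cluster 1 and decreased cluster 2.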

Among the GPS2-repressed IL4 target genes were classical M2 macrophage markers such as *Ptgs1, Mrc1, Mgl2, Clec7a* (Figure 1B). 

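Ptgs1 lies on chromosome 2 of mm9 from 36085946 to 36107791. In the authors' deposited table its log2 fold change in IL4-treated KO against WT BMDMs was 0.81 (adjusted p = 5.0e-126 from DESeq2), and a standard error of 0.03 was computed for it. Without IL4 the change of Ptgs1 in the authors' deposited table was 1.86, so that the computed IL4 response was smaller in KO cells by a log2 difference of -1.05 (standard error 0.06, an upper bound because the p-value without IL4 is listed as 0). Mrc1, on chromosome 2 from 14151041 to 14253650, changed by 0.80 with IL4 and 1.72 without IL4 in the authors' deposited table, a computed difference of -0.92 (standard error 0.08). Clec7a, on chromosome 6 from 129411609 to 129422803, changed by 0.49 with IL4 and 2.49 without IL4 in the authors' deposited table, a computed difference of -2.001 (standard error 0.08). Mgl2, on chromosome 11 from 69943859 to 69951044, changed by 1.10 with IL4 in the authors' deposited table. Its change without IL4 in the authors' deposited table was 1.47 with an adjusted p of 0.34, and the computed standard error of 1.25 leaves the difference between the KO effects, -0.37, undetermined (adjusted p = 0.89). Mgl2 and Clec10a are neighbouring members of 1 gene family, and reads shared between them would be uncertain.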

The RNA-seq results were validated using RT-qPCR (Figure 1C). The regulation by GPS2 was gene-selective because IL4-induced *Arg1* expression was not changed in *Gps2* KO BMDMs (Figure 1C). 

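No gene ontology annotation was used here, and 5 lists of genes chosen by symbol before the data were examined were tested instead. The test is of the KO effect whether or not IL4 induced a gene, whereas the paper's terms are for clusters 1 and 2. The set test was camera on z values computed from the deposited p-values over 12775 genes, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the 5 lists. For the 20 chemokine genes, the median of the log2 fold changes in the authors' deposited table for IL4-treated KO against WT cells was 0.42 (adjusted p = 1.6e-11), with 13 genes called higher, or 14 when adjusted over the list alone. The 34 interleukin and interleukin receptor genes had a median of 0.22 (adjusted p = 0.00065), with 13 called higher and 1 lower in the authors' deposited table, or 17 called when adjusted over the list alone. For the 59 ribosome biogenesis genes the median was 0.12 (adjusted p = 0.00023), with 26 higher and 1 lower in the authors' deposited table, or 27 when adjusted over the list alone. The 90 oxidative phosphorylation genes had a median of -0.15 (adjusted p = 4.4e-08), with 52 called lower in the authors' deposited table, or 58 when adjusted over the list alone. The 78 mitochondrial ribosomal protein genes had a median of -0.14 (adjusted p = 0.00016), with 29 lower and 2 higher in the authors' deposited table, or 35 when adjusted over the list alone. When the correlation between genes was instead estimated from the RAW cell libraries, which was chosen after seeing the data, the chemokine, interleukin and ribosome biogenesis lists kept an adjusted p under 0.05, and the oxidative phosphorylation and mitochondrial ribosomal protein lists both had 0.20. Without IL4 the medians of the KO fold changes in the authors' deposited table, which were not tested, were -0.06 for the chemokine, 0.31 for the interleukin, -0.94 for the ribosome biogenesis, -0.06 for the oxidative phosphorylation and -0.27 for the mitochondrial ribosomal protein genes, so the ribosome biogenesis and chemokine lists had the opposite sign there. Of the IL4-induced genes, cluster 1 held 7 chemokine, 8 interleukin and 24 ribosome biogenesis genes, and cluster 2 held 0 of each. The oxidative phosphorylation list had 0 genes in cluster 1 and 18 in cluster 2, and the mitochondrial ribosomal protein list 2 and 14. These counts were not tested. No fry test could be run without values per library.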

The gene ontology analysis in cluster 1 and 2 showed that GPS2-repressed IL4 target genes were functionally linked to inflammatory and defense responses while GPS2-activated IL4 target genes mainly controlled mitochondrial and energy metabolism (Figure 1D and Supplementary Figure S1B). The transcriptome signature regulated by GPS2 and IL4 was conserved between BMDMs and the macrophage cell line RAW264.7 (hereafter referred as RAW cells) (Supplementary Figure S1C and S1D). GPS2 repression of IL4 signature genes appears to be conserved also in human CD14^+^ monocyte-derived macrophages, because GPS2 depletion increased IL4-induced expression of *PTGS1*, *CLEC7A*, *CCL24*, *MRC1*, *FLT1* and *CLEC10A* (relates to mouse *Mgl2*) (Supplementary Figure S1E).

**Figure 1.**
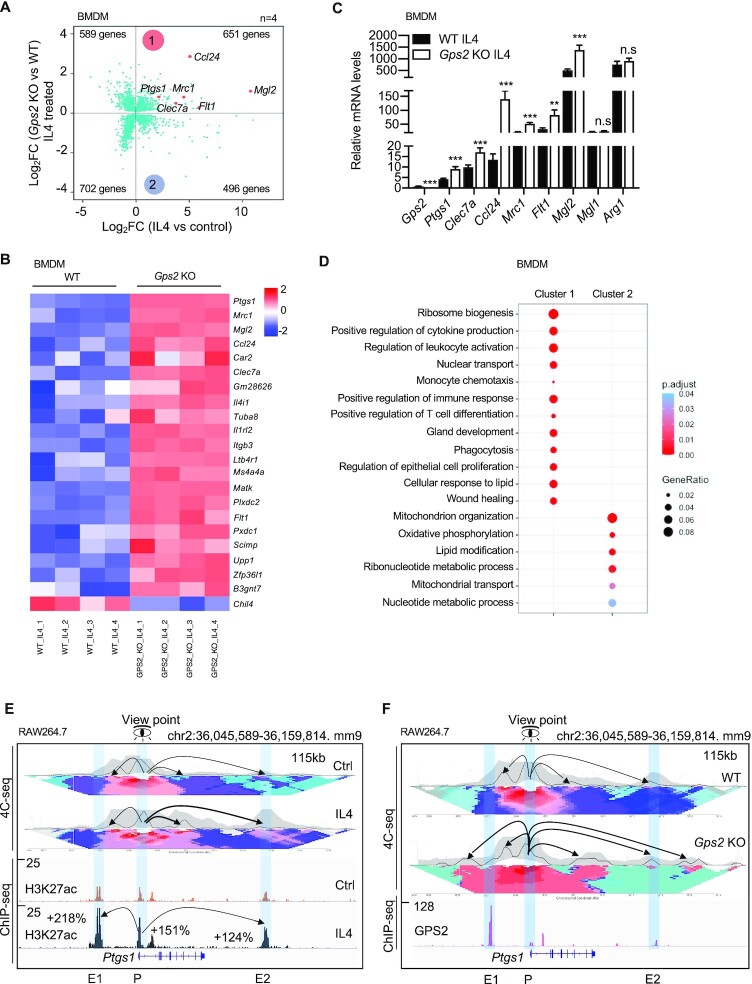
(**A**) Scatter plot showing the comparison of transcriptome signatures between *Gps2* KO and IL4 treatment in BMDMs. The X-axis represents the gene log_2_-fold changes in IL4 versus control, and the Y-axis represents the gene log_2_-fold changes in IL4-treated *Gps2* KO versus WT BMDMs. All significantly changed genes are presented in each quadrant. Several IL4-inducible GPS2 target genes are highlighted in red. (**B**) Heatmap representing the top 20 up-regulated (based on the adj *P*-value) genes in IL4-treated *Gps2* KO versus WT BMDMs. (**C**) RT-qPCR analysis of mRNA expression in IL4-treated WT and *Gps2* KO BMDMs (*n* = 4). Unpaired *t*-test was used for the group comparison. (**D**) Go over-representation analysis of selected representative processes for cluster 1 and cluster 2 in *Gps*2 KO BMDMs. (**E**) Representative image showing the tracks of 4C-seq and ChIP-seq-based contact profiles at the *Ptgs1* locus with IL4 treatment in RAW cells using the *Ptgs1* promoter region as bait (Viewpoint). The upper panel shows the interaction regions and profiles set to a window using 20–80% percentile values. The interaction frequencies were normalized to the strongest point (bait region) and presented based on a color-coded scale. The lower panel shows the H3K27ac changes upon IL4 treatment (1 h). The percentage changes are highlighted. (**F**) Representative image showing the track of 4C-seq contacts at the *Ptgs1* locus in *Gps2* KO RAW cells using the *Ptgs1* promoter (P) region as bait (basal condition). GPS2 ChIP-seq in the lower panel is used to mark the enhancer (E1, E2) and promoter (P) regions. Unpaired *t-*test was used to determine data significance. All data are represented as mean ± s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001.

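For the heatmap of Fig. 1B, 22 genes shown there or named in the text as IL4 targets that GPS2 represses were looked up, and in the authors' deposited table all 22 were induced by IL4 in WT cells, while 21 were higher and 1 was lower in IL4-treated KO cells. The increases in the authors' deposited table ran from 0.24 for Flt1 to 2.85 for Ccl24, with computed standard errors of 0.06 and 0.37. The gene of the 22 that was lower was Chil4, with a log2 fold change of -1.24 in the authors' deposited table (adjusted p = 0.0050 from DESeq2, computed standard error 0.38). Arg1 and Clec10a, named in the text but not counted among the 22, were at -0.14 (called lower) and -0.13 (not called) in the authors' deposited table. Without IL4, the authors' deposited table calls 10 of the 21 genes with a fold change higher in KO cells and none lower. When the IL4-induced genes higher in KO cells were ranked by the p-values of the authors' deposited table, 3 of the 22 genes were among the top 20: Ms4a4a, Ptgs1 and Mgl2. B3gnt7 and Gm28626 overlap on chromosome 1, and the counting on both strands leaves their values uncertain.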

RAW cells were used to further investigate the molecular mechanisms. Using ChIP-seq of H3K27ac (marking active enhancers and promoters, epigenome) and GPS2 (marking corepressor/TF binding sites, cistrome) in RAW cells we mapped putative enhancers and promoters at all IL4 target gene loci, exemplified for *Ptgs1* consisting of one upstream (E1) and one downstream (E2) enhancer (Figure 1E, F). 4C-seq revealed that interaction of both enhancers with the *Ptgs1* promoter was increased by either IL4 treatment (Figure 1E) or GPS2 depletion (Figure 1F) in a similar way. This indicates that reduced GPS2 expression can trigger alternative routes of IL4 target gene activation in the absence of IL4/STAT6 induction. Overall, we conclude that enhancer-bound GPS2 directly represses IL4 target genes via preventing enhancer-promoter looping and H3K27 acetylation.

### GPS2 cooperates with NCOR and SMRT to regulate IL4 target gene expression

To determine whether GPS2 functions within the corepressor complex to regulate IL4 signaling, we included the GPS2-interacting core subunits NCOR (NCOR1) or SMRT (NCOR2) in our analysis. Re-analysis of our previous ChIP-seq data (37) revealed that GPS2, NCOR and SMRT colocalize in H3K27ac-positive chromatin regions (i.e. active enhancers and promoters) at the *Ptgs1* and *Mrc1* loci in RAW cells (Figure 2A and Supplementary Figure S2A). We also compared GPS2, NCOR, SMRT with IL4-induced H3K27ac regions (Supplementary Figure S2B). We found that over 95% of IL4 target H3K27ac regions are co-occupied by NCOR, SMRT and GPS2, consistent with their genome-wide co-occupancy. Among the IL4 target regions, depletion of GPS2 significantly enhanced the H3K27ac signals (Supplementary Figure S2D). We next studied the IL4 response separately in GPS2, NCOR and SMRT knockdown RAW cells. We selected 6 h for the IL4 treatment because IL4-induced *Ptgs1* mRNA expression in RAW cells and BMDMs peaked at this time point (Supplementary Figure S2C). Lentivirus shRNAs efficiently reduced GPS2, NCOR and SMRT both at the mRNA and protein levels (Supplementary Figure S2E-2H). Depletion of either GPS2, NCOR or SMRT increased basal and IL4-induced expression of *Ptgs1* (Figure 2B–D and Supplementary Figure S2H) and *Mrc1* (Supplementary Figure S2F). Consistent with this, H3K27ac levels at the *Ptgs1* promoter and enhancer were increased upon GPS2, NCOR or SMRT removal (Figure 2E), which was confirmed by ChIP-qPCR (Supplementary Figure S2I). Similar findings were observed at the *Mrc1* and *Flt1* gene loci (Figure 2F and Supplementary Figure S2J). Genome-wide analysis of H3K27ac changes in GPS2, NCOR and SMRT knockdown cells confirmed the coregulation of GPS2, NCOR and SMRT at IL4 target genes (Figure 2G–I). Noteworthy, *Ccl2* showed GPS2/SMRT selectivity, consistent with our previous findings. The coregulation of NCOR and SMRT with GPS2 in controlling *Ptgs1* expression was further confirmed by GPS2 ChIP-seq analysis in NCOR or SMRT knockdown cells, revealing strong reduction (shNCOR) or abolishment (shSMRT) of GPS2 binding at the *Ptgs1* locus (Figure 2J). Also, GPS2 depletion did not further increase *Ptgs1* expression in both NCOR- or SMRT-depleted RAW cells, suggesting that the two subunits play redundant but essential roles in recruiting GPS2 and assembling the chromatin-bound corepressor complex to control gene expression (Figure 2K). In sum, these data suggest that GPS2 acts within the corepressor core complex and requires both SMRT and, to a lesser extent, NCOR to exert its repressive function at IL4-regulated gene loci.

**Figure 2.**
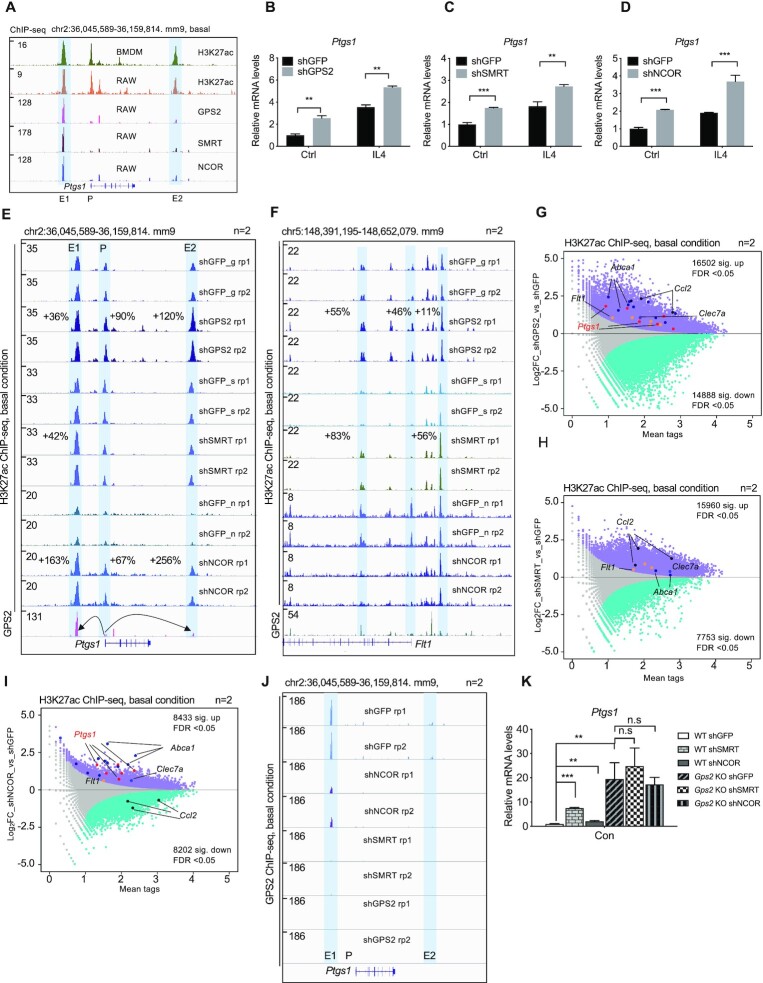
(**A**) IGV genome browser tracks representing the GPS2, NCOR, SMRT and H3K27ac ChIP-seq peaks at the *Ptgs1* locus in both BMDMs and RAW cells. Enhancer (E1, E2) and promoter (P) regions are highlighted. (**B–D**) RT-qPCR showing the mRNA expression of *Ptgs1* in lentivirus shRNA-mediated GPS2, SMRT and NCOR knockdown RAW cells (*n* = 3). Unpaired *t* test was used to determine data significance. (**E, F**) IGV genome browser tracks representing the H3K27ac ChIP-seq peaks at the *Ptgs1* and *Flt1* loci in control (shGFP) and GPS2, SMRT and NCOR knockdown cells (*n* = 2). The peak changes within enhancer (E1, E2) and promoter (P) regions are highlighted in percentage. (**G–I**) MA plot showing the significant H3K27ac peak changes in shGPS2 (**G**), shSMRT (**H**) and shNCOR (**I**) RAW cells under basal conditions (*n* = 2). Significantly up-regulated and down-regulated peaks are highlighted in purple or blue. Data were re-analyzed from GSM4848501, GSM4848502, GSM4848505, GSM4848506. (**J**) IGV genome browser tracks representing the GPS2 ChIP-seq peaks at the *Ptgs1* locus in NCOR and SMRT knockdown cells (*n* = 2). (**K**) RT-qPCR analysis of *Ptgs1* expression upon GPS2/NCOR or GPS2/SMRT double depletion (*n* = 3). One-way ANOVA test was used for multiple comparisons. All data are represented as mean ± s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001.

### Corepressor depletion increases chromatin accessibility at IL4 target gene loci

Because GPS2, along with SMRT and NCOR, might create a repressive chromatin environment influencing chromatin accessibility, we performed ATAC-seq upon IL4-treatment or individual depletion of the complex subunits. We found that IL4 treatment specifically increased chromatin accessibility at IL4 target genes such as *Ptgs1, Mrc1, Flt1* but not genome-widely (Figure 3A and B, Supplementary Figure S3A–C). Similarly, genome-wide changes upon GPS2 depletion were marginal (Figure 3C). However, there were IL4 target gene-specific effects of GPS2 depletion on chromatin accessibility, consistent with the gene expression data. For example, ATAC-seq signals at the *Ptgs1* locus were increased in shGPS2, shSMRT and shNCOR RAW cells, while no change upon GPS2 depletion was seen at previously identified inflammatory chemokine *Ccl2* sites (Figure 3D–F). AP1 and PU.1 were the top TF motifs enriched in both elevated and reduced ATAC-seq regions upon deletion of GPS2 (Figure 3G), SMRT or NCOR (Supplementary Figure S3D and E). In IL4-treated cells, the up-regulated ATAC-seq peaks were additionally enriched with STAT6 motifs, while CEBP motifs were enriched in the down-regulated peaks (Supplementary Figure S3F). In IL4-induced regions, chromatin accessibility was associated with STAT6 recruitment (Supplementary Figure S3G). Comparing the ATAC-seq peak sizes upon depletion of SMRT, NCOR or GPS2 revealed that NCOR and SMRT-specific peaks were higher and narrower than GPS2, suggesting stronger and more specific binding (Supplementary Figure S3H). ATAC-seq genome browser shots of *Ptgs1* and *Flt1*, both annotated to be significantly altered, revealed increased chromatin accessibility at their promoter and enhancer regions (Figure 3H and I, Supplementary Figure S3I and J). Consistently, both H3K27ac and RNA polymerase II (Pol II) at the promoter (*Ptgs1* and *Flt1*) and enhancer (*Ptgs1*) regions were elevated in both basal and IL4 activation conditions in *Gps2* KO cells (Figure 3J and K). These data uncover a hitherto unknown role of the GPS2-containing corepressor complex in propagating a less-accessible chromatin environment at enhancers and promoters, likely contributing to its repressive function.

**Figure 3.**
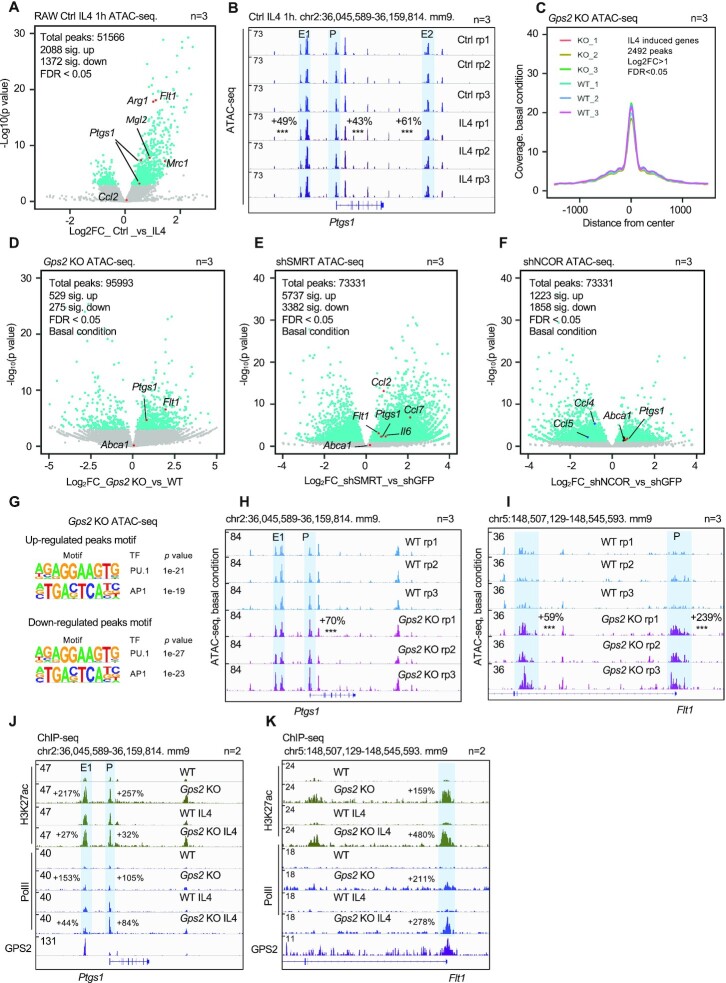
GPS2 restricts chromatin accessibility at IL4 target gene loci. (**A**) Volcano plot showing log_2_-fold changes of ATAC-seq peaks between control and IL4-treated RAW cells. The significantly up-regulated or down-regulated peaks are highlighted in blue. Peaks at marker gene loci are highlighted in red (*n* = 3). (**B**) IGV genome browser tracks of ATAC-seq at the *Ptgs1* locus in control and IL4-treated RAW cells. (**C**) Peak coverage representing genome-wide ATAC-seq changes in WT versus *Gps2* KO RAW cells under basal condition (*n* = 3). (D–F) Volcano plot showing log_2_-fold changes of ATAC-seq peaks between depletion of GPS2 (**D**), SMRT (**E**) and NCOR (**F**) vs. control cells. The significantly up-regulated or down-regulated peaks are highlighted in blue. Peaks at marker gene loci are highlighted in red. (**G**) Motif analysis of the significantly up- and down-regulated ATAC-seq peaks in *Gps2* KO versus WT RAW cells. (**H-I**) IGV genome browser tracks representing the ATAC-seq peaks in WT and *Gps2* KO RAW cells at the *Ptgs1* (**H**) and *Flt1* (**I**) loci. Enhancers and promoters are highlighted. (**J, K**) IGV genome browser tracks representing the H3K27ac mark and Pol II recruitment at the *Ptgs1* and *Flt1* loci in WT and *Gps2* KO cells under basal condition versus IL4 treatment. Unpaired *t-*test was used to determine data significance. All data are represented as mean ± s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001.

### GPS2 regulation of the IL4 response depends on STAT6, but repression of IL4 target enhancers does not

To further dissect the regulatory mechanisms of GPS2 on IL4 signaling in macrophages, we tested whether IL4 could induce GPS2 recruitment changes at its target gene loci. IL4 treatment led to a specific cluster of H3K27ac up-regulation in RAW cells (Figure 4A). Interestingly, despite significant increase of H3K27ac in GPS2, NCOR or SMRT versus IL4 target H3K27ac co-binding regions (Supplementary Figure S4A–C), and STAT6 (in NCOR and SMRT KD cells in response to IL4, Supplementary Figure S4B and C), the overall ATAC-seq peaks remain unchanged in all groups (Supplementary Figure S4A–C). These data suggest that the changed chromatin accessibility is limited to a subset of IL4 target genes/loci and might generally not be essential for altered chromatin and transcriptional activities upon corepressor depletion. The TF motif analysis in GPS2, NCOR and SMRT-repressed IL4 target H3K27ac regions revealed enrichment of AP1, PU.1 and STAT6 (Supplementary Figure S4D). Unexpectedly, GPS2 binding was not affected by IL4 both globally (Figure 4B) and at IL4 target loci marked by increased H3K27ac (Figure 4C). In contrast, LPS induced a genome-wide release of GPS2 from its binding sites (Supplementary Figure S5C), consistent with our previous findings (37). The genome-wide analysis was confirmed at the individual IL4 target gene loci *Ptgs1* and *Flt1* (Figure 4D and E) and by ChIP-qPCR (Supplementary Figure S5A and B).

**Figure 4.**
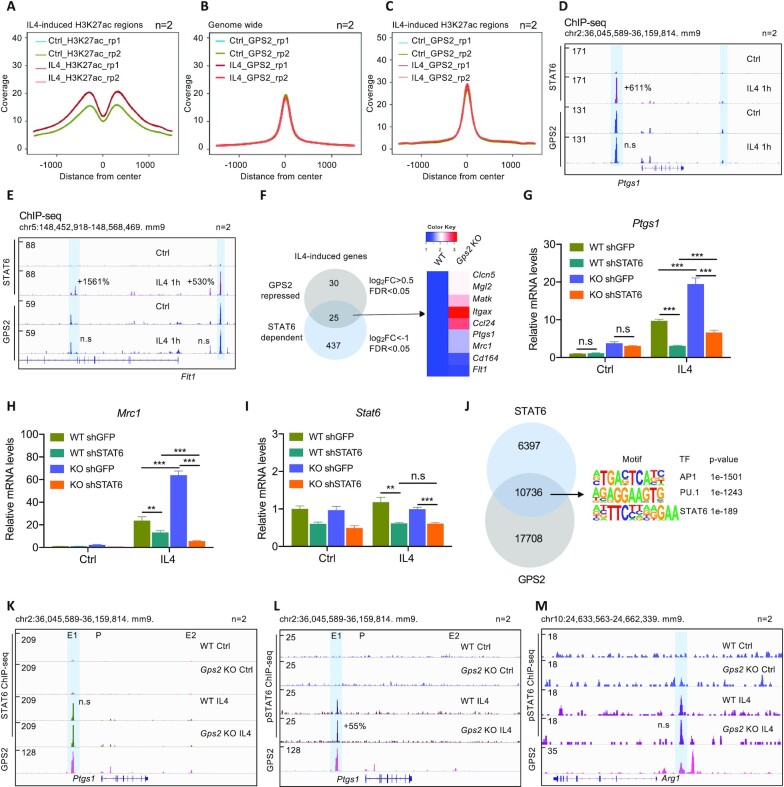
Increased IL4 response upon GPS2 depletion is dependent on STAT6. (A–C) Peak coverage plots of H3K27ac (**A**), GPS2 genome-wide (**B**) or GPS2 at H3K27ac-changed regions (**C**) upon control versus IL4 treatment in RAW cells. (**D, E**) IGV genome browser tracks representing STAT6 and GPS2 occupancy at the *Ptgs1* and *Flt1* loci in IL4-treated RAW cells (*n* = 2); (**F**) Venn diagram showing the overlap of STAT6-dependent and GPS2-repressed genes (left panel), along with the heatmap showing the overlapped gene list (right panel). (**G–I**) RT-qPCR analysis of *Ptgs1*, *Mrc1* and *Stat6* expression in STAT6-depleted WT and *Gps2* KO RAW cells (*n* = 3). (**J**) Venn diagram showing STAT6- and GPS2-occupied regions and motif enrichment in the common peaks. (K–M) IGV genome browser tracks representing recruitment of STAT6 and GPS2 (**K**) or p-STAT6 and GPS2 (L, M) at the *Ptgs1* (**L**) and *Arg1* (**M**) loci in WT versus *Gps2* KO cells under basal condition versus IL4 treatment (*n* = 2). All data are represented as mean ± s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001.

Because STAT6 is the major TF crucial for IL4 pathways (14,15,18), we explored whether STAT6 was required for GPS2 repression. IL4 up-regulated PTGS1 protein levels in a time-dependent manner paralleled with STAT6 phosphorylation (p-STAT6) dynamics in RAW cells (Supplementary Figure S5D). Consistently, STAT6 recruitment at both *Ptgs1* and *Flt1* loci was induced by IL4 (Figure 4D and E). Transcriptome comparison between GPS2-repressed and STAT6-induced IL4 signature genes confirmed *Ptgs1, Mrc1* and *Flt1* as their common targets in RAW cells (Figure 4F). Analysis of public RNA-seq (15) revealed that this regulation was conserved in BMDMs, as IL4-induced expression of *Ptgs1*, *Mrc1* and *Flt1* was abrogated in *Stat6* KO BMDMs, as compared to WT BMDMs (Supplementary Figure S5E). Knockdown of STAT6 using lentivirus shRNA significantly reduced *Ptgs1* and *Mrc1* expression upon IL4 treatment in both WT and *Gps2* KO RAW cells, and the GPS2 regulation on both genes was largely attenuated (Figure 4G–I).

We also addressed the role of PPARγ, known to cooperate with STAT6 in IL4 pathways (53). PPARγ recruitment at the *Ptgs1* locus was induced by IL4 in RAW cells (Supplementary Figure S5F). PPARγ was functional at other genes as treatment with rosiglitazone, a PPARγ agonist, increased expression of *Ap2* (*Fabp4*, a classic PPARγ target gene) similarly as IL4 (Supplementary Figure S5G). However, rosiglitazone did not increase *Ptgs1* expression (Supplementary Figure S5H), and knockdown of PPARγ using lentivirus shRNA did not reduce IL4-induced *Ptgs1* expression (Supplementary Figure S5I and S5J). This contrasts the requirement of STAT6 at genes which are repressed by GPS2 and makes the involvement of PPARγ unlikely.

We then continued to explore whether STAT6 and GPS2 cooperation in the IL4 pathway was through direct interactions. We performed ChIP-seq and compared the genome-wide peaks of GPS2 and STAT6 with the result that more than 30% of all peaks overlapped, enriched with mainly AP1, PU.1 and STAT6 motifs (Figure 4J). Both total STAT6 and phospho-STAT6 (p-STAT6) levels were unchanged in *Gps2* KO RAW cells (Supplementary Figure S5K). Likewise, STAT6 knockdown did not affect GPS2 levels (Supplementary Figure S5L). Co-immunoprecipitation indicated that GPS2 does not physically interact STAT6, while interactions of GPS2 with SMRT was readily observed under similar conditions (Supplementary Figure S5M). Although IL4 significantly enhanced STAT6 binding both genome-widely and in the elevated H3K27ac regions (Supplementary Figure S5N and O), global STAT6 recruitment in WT and *Gps2* KO cells showed minor differences (Supplementary Figure S5P), which was also observed at the *Ptgs1* locus (Figure 4K). Likewise, GPS2 recruitment was not affected by STAT6 depletion, as compared to control cells (Supplementary Figure S5Q and R). Interestingly, although GPS2 depletion had no effects on global p-STAT6 levels (Supplementary Figure S5K), the p-STAT6 recruitment at the *Ptgs1* locus seemed increased by more than 50% (Figure 4L). This seems to correlate with transcriptional changes, as no change was seen at the *Arg1* gene locus (Figure 4M), consistent with *Arg1* not being up-regulated by GPS2 depletion (Figure 1C). Overall, these data suggest that GPS2 represses IL4-dependent STAT6 activation not through direct interaction or by regulating STAT6 chromatin access at enhancers. Instead, GPS2 likely controls other steps of STAT6 activation, possibly by modulating the action of coactivators and chromatin modifiers.

### GPS2 antagonizes KDM1A in IL4 target gene activation and histone H3K9 demethylation

To find such candidate coactivators and chromatin modifiers, we explored the GPS2-associated chromatin interactome using rapid immunoprecipitation mass spectrometry (42) (RIME, ChIP-MS) in RAW cells and BMDMs (Figure 5A). In addition to all corepressor complex core subunits serving as a positive control, we identified the lysine-specific demethylase 1A (KDM1A, also known as LSD1) (54) in the GPS2-specific immunoprecipitates from both macrophage cell types (Figure 5A). Although KDM1A has been extensively studied in multiple cell types and disease contexts (55–59), only few recent studies have explored its role in M1 macrophages (60–63), and its specific function in IL4 signaling and M2 macrophages has not yet been addressed. We thus performed ChIP-seq and compared the cistromes of GPS2, KDM1A and STAT6. Consistently, all three proteins were recruited to the *Ptgs1* promoter and enhancers, along with PU.1 and JUNB (AP1) (Supplementary Figure S6A). Genome-widely, more than 70% of GPS2 peaks overlapped with around 60% of KDM1A peaks (Figure 5B), and this overlap was even higher at IL4-responsive H3K27ac regions (Figure 5C). To address the role of GPS2 in KDM1A action, we performed KDM1A ChIP-seq in WT versus GPS2-depleted RAW cells and found that GPS2 depletion triggered enhanced KDM1A recruitment both genome-widely and at IL4 target gene loci including *Ptgs1*, *Mrc1* and *Flt1* (Figure 5D and E). In contrast, KDM1A knockdown did not affect GPS2 binding in the RAW cells (Figure 5F). Consistent with the increase of chromatin-bound KDM1A and its coactivator function, GPS2 depletion by either CRISPR (*Gps2* KO) or shRNA (shGPS2) knockdown resulted in increased H3K4me3 (active promoter mark) and H3K27ac (active enhancer and promoter mark) both genome-widely and at IL4 target gene loci (Supplementary Figure S6B-S6C). We next determined whether increased KDM1A upon GPS2 depletion caused changes of several histone H3K4 and H3K9 methylation marks known to be direct substrates (H3K4me1, H3K4me2, H3K9me2) (54,64) or indirectly affected by KDM1A (H3K9me3) (65,66). ChIP-seq demonstrated that genome-wide H3K4me1 and H3K4me2 levels were not affected by GPS2 depletion (Figure 5G-H and Supplementary Figure S6D-S6F). However, H3K9me3 levels significantly decreased both genome-widely and at IL4 target genes, consistent with H3K9ac increases at the same loci (Figure 5I-L). The direct substrate of KDM1A, H3K9me2 was evaluated using ChIP-qPCR (as we tested several commercial H3K9me2 antibodies to be insufficient for ChIP-seq in the RAW cell line, *data not shown*) at the *Ptgs1* locus, which revealed a reduction of H3K9me2, comparable to H3K9me3, upon GPS2 depletion (Figure 5M).

**Figure 5.**
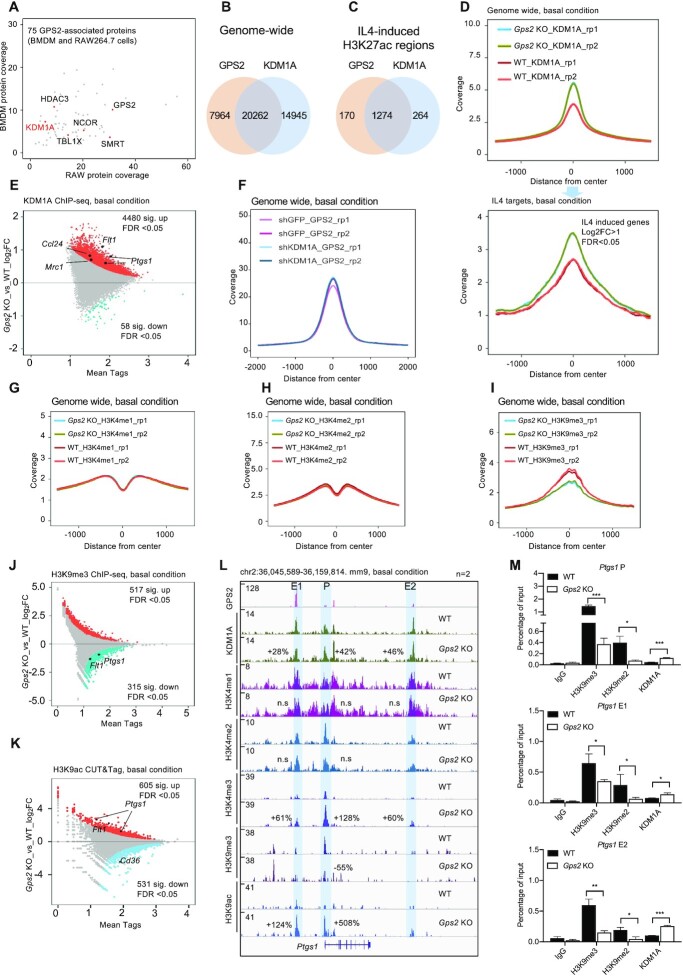
GPS2 antagonizes KDM1A to restrict H3K9me2/3 demethylation at IL4 target gene loci. (**A**) Scatter plot representing chromatin-associated GPS2 interaction partners from both RAW cells (X-axis) and BMDMs (y-axis). Protein coverage rate was used for the plot. All core subunits of the corepressor complex are labelled and KDM1A is highlighted in red. (**B, C**) Venn diagram showing the overlap of GPS2 and KDM1A ChIP-seq peaks in both genome-wide and IL4 response regions. (**D**) KDM1A ChIP-seq peak coverage genome-widely (upper panel) and at IL4-inducible gene loci (lower panel) in WT versus *Gps2* KO RAW cells under basal condition (*n* = 2); (**E**) MA plot showing the KDM1A ChIP-seq peak changes in *Gps2* KO versus WT RAW cells under basal condition (*n*= 2). Significantly up-regulated and down-regulated peaks are highlighted in red or blue. *Ptgs1, Mrc1, Flt1* and *Ccl24* peaks are labelled. (**F**) GPS2 peak coverage upon KDM1A depletion in basal condition (*n* = 2). (G–I) Genome-wide ChIP-seq peak coverage of H3K4me1 (**G**), H3K4me2 (**H**) and H3K9me3 (**I**) in *Gps2* KO versus WT RAW cells (*n* = 2). (**J, K**) MA plots showing H3K9me3 and H3K9ac ChIP-seq/CUT&Tag peak changes in *Gps2* KO versus WT RAW cells under basal condition (*n* = 2). Significantly up-regulated and down-regulated peaks are highlighted. *Ptgs1* and *Flt1* peaks are labelled in the plot. (**L**) IGV genome browser tracks representing KDM1A occupancy and levels of the indicated histone modifications at the *Ptgs1* locus in WT and *Gps2* KO cells under basal condition. Significantly changed regions are highlighted. GPS2 ChIP-seq tracks were used to mark the promoter (P) and enhancers (E1, E2). (**M**) ChIP-qPCR analysis of KDM1A, H3K9me2, and H3K9me3 levels at the *Ptgs1* promoter (P) and enhancers (E1, E2) in WT versus *Gps2* KO cells (*n* = 3). Unpaired *t-*test was used to determine data significance. All data are represented as mean ± s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001.

We additionally analyzed the GPS2-repressed and IL4-induced genes/loci with or without STAT6 binding sites in basal and IL4 condition (Supplementary Figure S6G). Although chromatin accessibility and STAT6 binding were not altered upon GPS2 depletion in the GPS2 target IL4 genes, both KDM1A recruitment and H3K27ac were enhanced in STAT6 positive regions. These results were further confirmed at IL4 target genes including *Ptgs1*, *Flt1* and *Mgl2* (Figure 5L, Supplementary Figure S7A).

STAT6 largely colocalized with KDM1A and the corepressor complex (GPS2, NCOR and SMRT) (Supplementary Figure S7B–D). Similar to GPS2 depletion, NCOR and SMRT depletion led to increased KDM1A recruitment at the *Ptgs1* locus (Supplementary Figure S7E), supporting them to operate together in the complex.

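The expression of Kdm1a and 6 other demethylase genes was taken from the comparisons of Gps2 KO with WT BMDMs. Kdm1a, on chromosome 4 of mm9 from 136106448 to 136158638, had a log2 fold change of 0.20 without IL4 in the authors' deposited table (adjusted p = 0.0091 from DESeq2), for which a standard error of 0.07 was computed. With IL4 the change of Kdm1a in the authors' deposited table was 0.07 (adjusted p = 0.44, computed standard error 0.07). Without IL4 the authors' deposited table calls 5 of the 7 genes higher in KO cells, the largest being Kdm4a at 0.44, and 6 had an adjusted p under 0.05 when adjusted over the list alone. Kdm5c at -0.02 and Kdm3a at 0.16 were not called in the authors' deposited table. With IL4 the authors' deposited table calls only Kdm4a, at 0.18, and none of the 7 genes when adjusted over the list alone. The KO effect on Kdm4a was smaller with IL4 by a computed difference of -0.25 (standard error 0.09, adjusted p = 0.021). That on Kdm4b was smaller by -0.32 (standard error 0.13, adjusted p = 0.034). The differences of the other demethylase genes did not pass the threshold.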

Finally, we analyzed the relative mRNA expression of KDM1A, along with other relevant KDMs implicated in H3K9me2/3 demethylation, from RNA-seq in WT versus GPS2-depleted cells, which revealed no changes (Supplementary Figure S7F). This suggests that increased KDM1A recruitment and decreased H3K9 methylation upon GPS2 depletion was not due to elevated expression of these KDMs (Supplementary Figure S7F). GPS2 and KDM1A protein levels were not altered by IL4 treatment (Supplementary Figure S7G). Further, upon IL4 activation KDM1A remained bound to the *Ptgs1* promoter and enhancer, where the H3K27ac and H3K4me3 activity marks were increased (Supplementary Figure S7H). Overall, these results point at a mechanism by which GPS2 represses IL4 target gene activation in part by preventing chromatin access of KDM1A, thereby suppressing the coactivator function of KDM1A and maintaining repressive H3K9me2/3 chromatin states within IL4 target gene loci.

### KDM1A acts as a coactivator and H3K9 demethylase in the IL4 pathway

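RAW264.7 is a mouse macrophage cell line, and cells carrying a short hairpin RNA against Kdm1a (shKDM1A) or against GFP as control (shGFP) were sequenced without IL4 and with 20 ng/ml of IL4 for 6 h, with 4 libraries in each of the 4 groups. The totals given with the deposited table were between 19390484 and 25135581 tags per library in the shGFP control group (median 22252394.5). They were between 18935438.5 and 23969387.5 in the shGFP IL4 group (median 21444949), between 20841189.5 and 27782568 in the shKDM1A control group (median 22263865) and between 17554721 and 24525790 in the shKDM1A IL4 group (median 18670911.25). The authors deposited a value per gene and library on a log2 scale, moderated for genes with few reads, beside their own comparisons from DESeq2. The moderation draws weakly expressed genes towards their mean, so a fold change from these values understates the change of such genes. The values were tested as deposited with limma in 1 model of the 4 groups, for the 12905 genes with a value of at least 1 in at least 4 libraries, out of 25094 genes listed. Libraries of 1 group differed from each other by a median of 0.04 to 0.06 over genes, and no pair was identical. The log2 value of Kdm1a was 11.18 ± 0.04 (SD, n = 4) in shGFP and 10.30 ± 0.05 (SD, n = 4) in shKDM1A cells without IL4, and 11.10 ± 0.03 (SD, n = 4) and 10.32 ± 0.03 (SD, n = 4) with IL4. The shKDM1A libraries lay between 10.23 and 10.36, all below the shGFP libraries at 11.07 to 11.23. The log2 fold change was -0.88 (standard error 0.03, adjusted p = 5.6e-13 from limma with Benjamini-Hochberg adjustment) without IL4, a decrease of 45.8%. The authors' deposited table gives -1.0004 for this comparison, a decrease of 50.0%. The paper states a decrease of more than 60% upon knockdown, and both RNA-seq values are below it.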

To further dissect the mechanisms underlying GPS2 and KDM1A antagonism in IL4 signaling, we analyzed the consequences of KDM1A depletion, comparable to above-described analysis of GPS2 depletion (Figure 1-3). KDM1A expression decreased by more than 60% upon lentivirus shRNA-mediated knockdown in RAW cells (Figure 6A and Supplementary Figure S8A). IL4 target genes such as *Ptgs1*, *Mrc1* and *Flt1 (*but not *Arg1)* were downregulated upon KDM1A depletion in un-stimulated cells (Figure 6A). Strikingly, IL4 induction of these genes was strongly reduced upon KDM1A removal (Figure 6B–D). These data were confirmed at the genome-wide level by RNA-seq analysis in shGFP versus shKDM1A cells treated with IL4 (Figure 6E). 

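With IL4, 5255 of the 12905 genes tested in RAW cells had an adjusted p under 0.05 for shKDM1A against shGFP from limma with Benjamini-Hochberg adjustment, 2694 higher and 2561 lower. The direction of the majority depends on the scaling, with 51.3% of the called genes higher on the values as deposited, and 56.7% after median centring and 45.0% after quantile normalization, both chosen after seeing the data. The authors' deposited table calls 4366 genes in this comparison, and 4293 of these were also called here in the same direction. Requiring an absolute log2 fold change over 1, the alternative that moved the count most, left 56 genes. IL4 changed 3466 genes in shGFP cells. Of the IL4-induced genes that shKDM1A changed, 670 were lower and 351 higher, a share of 65.6% lower (exact Clopper-Pearson 95% confidence interval 62.6% to 68.5%). Of the IL4-reduced genes, 816 were higher and 232 lower with shKDM1A. The shGFP IL4 libraries enter both comparisons with opposite sign. By sign alone, 63.6% of the IL4-induced genes were lower with shKDM1A, against 57.3% to 61.5% in 20 simulations in which shKDM1A had no effect and genes varied independently. Among simulated genes with an unadjusted p under 0.05 for shKDM1A, 67.9% to 79.1% were lower. Those genes pass by chance alone, whereas the called genes pass an adjusted threshold, so the 65.6% cannot be judged against them. With separate shGFP IL4 libraries for the 2 comparisons, the share by sign was 58.8% to 60.8% over the 6 ways to divide them, against 47.9% to 52.4% in simulations without an effect. Without IL4, 321 of the 670 genes were already lower with shKDM1A, and for 112 of the 670 the IL4 response itself was smaller. The difference in IL4 response was also computed from the authors' deposited fold changes, which was chosen after seeing the data, and was then smaller in 80 of the 670 genes and larger in 11.
Ptgs1 had a log2 value of 9.68 ± 0.06 (SD, n = 4) in IL4-treated shGFP and 7.77 ± 0.03 (SD, n = 4) in IL4-treated shKDM1A cells, a log2 fold change of -1.91 (standard error 0.04, adjusted p = 2.1e-15 from limma). On the moderated values its IL4 response was smaller in shKDM1A cells by -0.69 (standard error 0.05, adjusted p = 1.2e-06 from limma). The authors' deposited table gives Ptgs1 fold changes of -2.58 with IL4 and -4.32 without, from which the computed difference is 1.74 (standard error 0.245, adjusted p = 8.0e-10), a larger response, so the direction of this difference depends on the scale. Without IL4 the moderated change was -1.21, further from the deposited -4.32 than -1.91 was from -2.58 with IL4. The -0.69 therefore cannot be read apart from the moderation. Mrc1 fell from 6.83 ± 0.06 (SD, n = 4) to 6.00 ± 0.06 (SD, n = 4), a change of -0.83, and its IL4 response differed by -0.82 (standard error 0.05, adjusted p = 3.6e-08 from limma). The difference computed for Mrc1 from the authors' deposited table was -1.45 (standard error 0.67, adjusted p = 0.26). Flt1 changed by -0.54 (standard error 0.05) with IL4 and by -0.54 without, so its IL4 response did not differ (adjusted p = 0.998 from limma). Arg1 was higher with shKDM1A in IL4-treated cells by 0.18 (standard error 0.03, adjusted p = 4.1e-05 from limma). From this comparison the paper states that the effects measured for single genes were found at the genome-wide level.

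**Figure D1:**
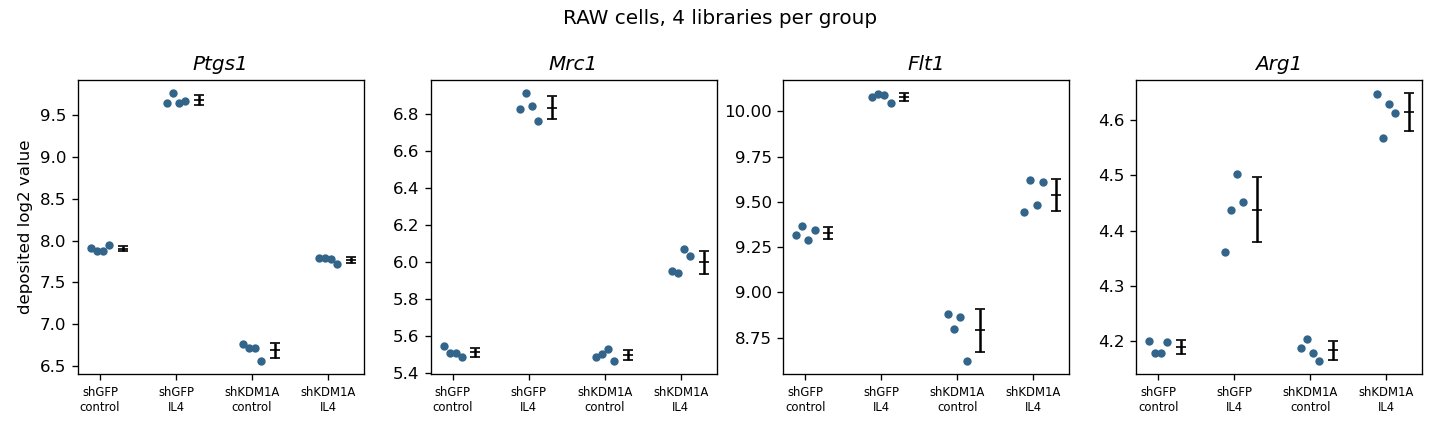
Deposited log2 values of Ptgs1, Mrc1, Flt1 and Arg1 in RAW cells on axes that do not start at 0, with a point for each of the 4 libraries per group and the mean with its SD beside them. The Ptgs1 libraries of IL4-treated shKDM1A cells sit between 7.72 and 7.79, below every shGFP library.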

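The comparisons of Gps2 KO with WT BMDMs and of shKDM1A with shGFP RAW cells, both with IL4, were joined by gene symbol. The cells in which genes had to be IL4-induced are not named in the paper's text, so genes with an adjusted p under 0.05 and a log2 fold change over 0.5 for IL4 in both cell types were used, which left 45 genes. In RAW cells this cutoff was applied to the moderated values, which makes it stricter than on the authors' deposited fold changes. With those, chosen after seeing the data, 118 genes met it. The results below are for the 45 genes. Of these, 22 were higher in KO cells in the authors' deposited table and 23 were lower with shKDM1A by limma. The overlap was 14 genes against 11.2 expected (odds ratio 2.66, two-sided Fisher's exact test, p = 0.14). It held Ptgs1, Mrc1 and Flt1. With the IL4 criterion applied in WT BMDMs alone, 93 of 876 genes were higher in KO and lower with shKDM1A, against 76.0 expected (odds ratio 1.55, two-sided Fisher's exact test, p = 0.0072). In that set, 56 genes were higher in both depletions, 49 were lower in both, and 45 were lower in KO and higher with shKDM1A. With no IL4 criterion, 585 of 12770 genes were higher in KO and lower with shKDM1A, against 383.6 expected (odds ratio 1.98). Among all genes, 598 were lower in KO and higher with shKDM1A, while 508 were higher and 362 lower in both depletions. An expected count was computed only for genes higher in KO and lower with shKDM1A. Whether the other classes also exceed chance is therefore not shown. From this comparison the paper states that many genes repressed by GPS2 were activated by KDM1A, and reasons that the 2 proteins act antagonistically.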

Comparison to GPS2-depleted cells (Figure 6F) revealed that many genes that were repressed by GPS2 were also activated by KDM1A, supporting their antagonistic action in IL4 target gene expression. We then performed ATAC-seq with the result that KDM1A depletion, while not causing genome-wide changes (Figure 6G), led to reduced chromatin accessibility at IL4 target gene loci, including *Ptgs1, Mrc1* and *Flt1* (Figure 6H, Supplementary Figure S8B and C). The top TF motifs enriched in up- or down-regulated ATAC-seq peaks upon KDM1A knockdown were AP1 and PU.1, while STAT6 was linked to up-regulation and CEBP to down-regulation (Figure 6I). We when performed CUT&Tag and found that KDM1A depletion, while not significantly changing GPS2 recruitment to IL4 target loci (Supplementary Figure S8D), decreased H3K27ac and H3K4me3, and notably increased H3K9me3 at the *Ptgs1*, *Mrc1* and *Flt1* loci (Figure 6J–L and Supplementary Figure S8G, H), consistent with KDM1A acting as a coactivator opposing GPS2. In contrast, H3K4me1 and H3K4me2 were not changed upon KDM1A depletion at the *Ptgs1* locus, consistent with no change upon GPS2 depletion (Figure 6L, Supplementary Figure S8E and F). The changes observed by CUT&Tag data were validated using ChIP-qPCR at the *Ptgs1* promoter (Supplementary Figure S8I). Intriguingly, western blot analysis revealed a robust up-regulation of total H3K9me2 levels, accompanied by slight upregulation of total H3K9me3 levels, in KDM1A-depleted RAW cells (Supplementary Figure S8J). Moreover, while KDM1A depletion had no effects on IL4-induced STAT6 expression and phosphorylation (Supplementary Figure S8K), STAT6 chromatin recruitment was reduced genome-widely (Supplementary Figure S8L and M) and at IL4 target gene loci, as shown for *Ptgs1* and *Flt1* (Supplementary Figure S8N). In contrast, GPS2 recruitment was not changed upon KDM1A depletion. One possible interpretation of these data is that KDM1A depletion maintains a repressive chromatin environment, marked by H3K9me2/3, that counteracts IL4-induced STAT6 recruitment to the enhancers and promoters of IL4-target gene loci.

**Figure 6.**
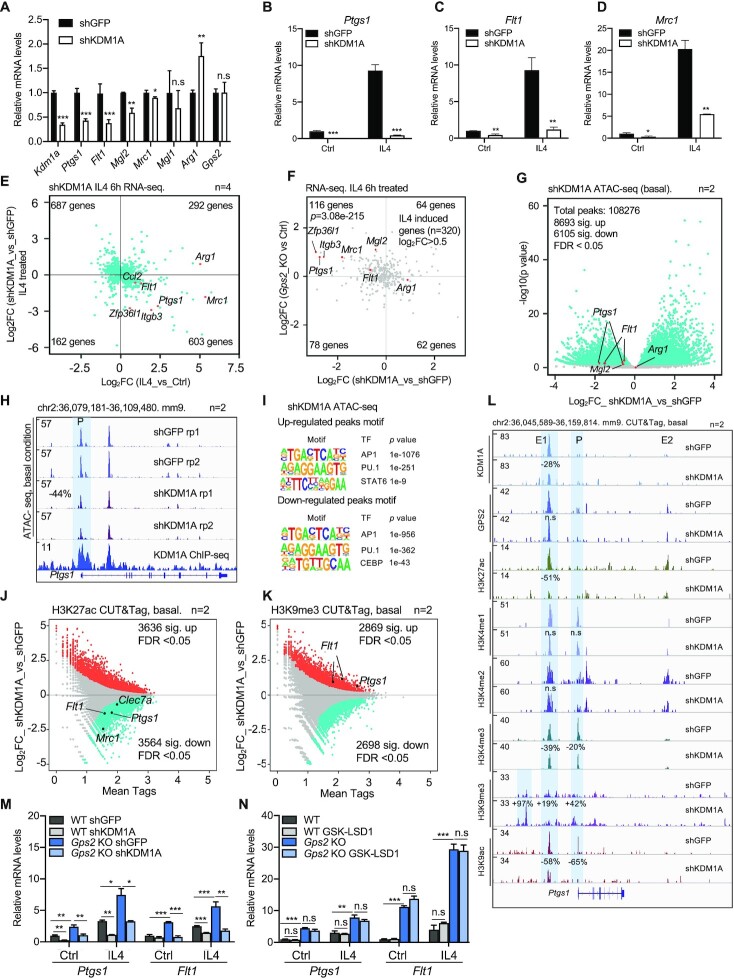
(**A**) RT-qPCR analysis of IL4 target gene expression in lentivirus shGFP versus shKDM1A RAW cells under control condition (*n* = 3). (B–D) RT-qPCR analysis of *Ptgs1* (**B**), *Flt1* (**C**), *Mrc1* (**D**) gene expression in shGFP versus shKDM1A RAW cells under upon IL4 treatment (*n* = 3). (**E**) Scatter plot showing the comparison of transcriptome signatures between KDM1A knockdown and IL4 treatment in BMDMs. The X-axis represents the gene log_2_-fold changes in IL4 versus control BMDMs, and the Y-axis represents the gene log_2_-fold changes in IL4-treated shKDM1A knockdown versus shGFP control BMDMs. All significantly changed genes are presented in each quadrant. (**F**) Scatter plot comparing GPS2- and KDM1A-regulated genes in the IL4 pathway. IL4-induced genes were pre-selected using log_2_-fold change > 0.5 as a ratio. All changed genes are presented in each quadrant. GPS2-repressed and KDM1A-activated genes were used for the hypergeometric test (phyper), which used the total number of mouse genes (25059) as background. The test *P-*value is highlighted in the first quadrant. The associated genes are further highlighted. (**G**) Volcano plot showing the genome-wide ATAC-seq peak changes in shKDM1A RAW cells. Peak changes within the indicated IL4 target gene loci are highlighted in red. (**H**) IGV genome browser tracks of ATAC-seq at the *Ptgs1* locus in shGFP and shKDM1A RAW cells under basal condition (*n* = 2). The *Ptgs1* promoter (P) region is highlighted. KDM1A ChIP-seq is presented in the lower panel. (**I**) TF motif analysis of the significantly up- and down-regulated ATAC-seq peaks in shKDM1A versus shGFP RAW cells. (J, K) MA plots showing the H3K27ac (**J**) and H3K9me3 (**K**) CUT&Tag peak changes in shKDM1A versus shGFP cells under basal condition (*n* = 2). Significantly up- and down-regulated peaks are highlighted in red or blue in each plot. (**L**) IGV genome browser tracks representing the CUT&Tag peaks of KDM1A, GPS2 along with the indicated histone marks at the *Ptgs1* locus in shKDM1A versus shGFP RAW cells under basal condition (*n* = 2). Significantly changed peaks are highlighted in blue. (**M**) RT-qPCR analysis of *Ptgs1* and *Flt1* expression in control and IL4 condition in WT versus GPS2 and KDM1A single versus double depleted RAW cells (*n* = 3). (**N**) RT-qPCR analysis of *Ptgs1* and *Flt1* expression in control and IL4 condition upon treatment with KDM1A inhibitor GSK-LSD1 in WT versus GPS2-depleted RAW cells (*n* = 3). Unpaired *t-*test was used to determine data significance. All data are represented as mean ± s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001.

Interestingly, KDM1A seems required for the de-repression of *Ptgs1* and *Flt1* transcription upon GPS2 depletion in both basal and IL4 condition, as double depletion of GPS2 and KDM1A abrogated the increased expression of these gene by GPS2 depletion alone (Figure 6M). However, in contrast to the gene expression changes upon KDM1A depletion (Figure 6A-D, M), the KDM1A inhibitor GSK-LSD1 did not affect the expression of *Ptgs1* and *Flt1* (Figure 6N), despite it functioned by increasing both the total and *Ptgs1* locus-specific H3K4me1/2 levels without changing H3K27ac (Figure 6N, Supplementary Figure S6H and S6I. These data suggest that the enzymatic KDM1A activity, while required for H3K4me1/2 de-methylation, is not required for the coactivator function of KDM1A, at least at a subset of major IL4/GPS2 target genes.

### PU.1 coordinates chromatin recruitment of GPS2 and KDM1A at IL4 target loci

As GPS2-KDM1A antagonism likely involves the binding to specific TFs, we aimed to identify candidates using the following experiments. We first performed TF motif analysis of GPS2, NCOR, SMRT, KDM1A and STAT6 cistromes in RAW cells (Figure 7A and Supplementary Figure S9A). GPS2 shares more than 90% binding regions with over 60% of KDM1A and STAT6 peaks, and PU.1 and AP1 appear as the top TF motifs (Figure 7A). These TF motifs rank top also in the shared peaks between GPS2, NCOR and SMRT, marking the corepressor complex cistrome (Supplementary Figure 9A). Consistent with this, a coverage plot revealed that GPS2, NCOR, SMRT and KDM1A share binding patterns with PU.1 and JUNB (AP1) (Supplementary Figure S9B). Independent support was provided by TF activity analysis based on the transcriptome signature changes in GPS2-depleted or KDM1A-depleted macrophages. Both depletions resulted in increased activity of PU.1 and of several members of the AP1 family (Supplementary Figure S9C and D). Supporting the functional relevance of above TFs, we next determined the relative TF mRNA expression in BMDMs and RAW cells. This revealed that PU.1 and AP1 family members (e.g. JUNB, JUN) were amongst the highest expressed TFs of interest, and that their expression was not altered upon IL4 treatment (Figure 7B). 

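Of 22 transcription factor genes of the families discussed, Spi1, which encodes PU.1, had the highest log2 value in shGFP RAW cells without IL4, 13.14 ± 0.06 (SD, n = 4), above 97.5% of the genes tested. Junb, at 11.76, ranked 5 and Jun, at 11.00, ranked 8 among the 22, and dividing by transcript length left these ranks at 5 and 8. Atf4 ranked 2 and Atf6b ranked 3 by level. With IL4, 8 of the 22 genes were higher and 3 lower in shGFP cells at an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment, and 11 were called when adjusted over the list alone. Spi1 changed by -0.06 (adjusted p = 0.15) and Jun by 0.01 (adjusted p = 0.89), neither beyond the spread between libraries. Junb rose by 0.35 (standard error 0.03, adjusted p = 3.3e-08) and Jund by 0.38 (adjusted p = 1.2e-07), with 4 libraries per group. The largest changes were in Ets2, at -0.67, and Atf3, at 0.43. In WT BMDMs the authors' deposited table calls 13 of the 22 genes higher and 2 lower with IL4, from Fos at -1.37 to Fosl2 at 1.51, and 16 were called when adjusted over the list alone. The authors' deposited table gives -0.02 for Spi1 and 0.16 for Junb, neither called, and calls Jun at 0.39 and Jund at 0.41. The computed standard errors of these 4 changes were 0.06, 0.15, 0.07 and 0.12.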

We additionally found that the expression of these and other TF family members was not affected by depletion of either GPS2 or KDM1A (Supplementary Figure S9E and F). 

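In Gps2 KO against WT BMDMs without IL4, the authors' deposited table calls 8 of the 22 transcription factor genes higher and 7 lower, and 15 were called when adjusted over the list alone. The largest decreases in the authors' deposited table were in Fosl1 at -4.08, Etv5 at -2.18 and Ets2 at -1.61, with computed standard errors of 0.19, 0.10 and 0.06. Spi1 rose by 0.28 and Jun fell by 0.53 in the authors' deposited table, and Junb at 0.01 was not called. With IL4, the authors' deposited table calls 9 of the genes higher and 1 lower, among them Spi1 at 0.32, Jun at 0.46 and Junb at 0.46. The KO effect on Jun differed between the 2 conditions by a computed 0.99 (standard error 0.08). In RAW cells without IL4, shKDM1A raised 10 of the 22 genes and lowered 5 at an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment. Fosl1 rose by 0.98 (standard error 0.03), Fosl2 by 0.84 and Fos by 0.76, while Jun fell by 0.26 (adjusted p = 5.2e-06 from limma) and Spi1 rose by 0.11 (adjusted p = 0.0096 from limma). With IL4, 9 genes were higher and 6 lower with shKDM1A, and 3 of the 15 changed by more than 0.5 on the log2 scale. The values are mRNA levels, and no protein was measured in these libraries.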

We finally investigated interactions of highly expressed inflammatory TFs with GPS2 and KDM1A using co-immunoprecipitation. While GPS2 interacted with PU.1, JUN and JUNB (Figure 7C), KDM1A interacted with PU.1, STAT6 and p65 (Figure 7D). The functional relevance of the shared PU.1 interactions was supported by inhibition of PU.1 DNA binding, which caused dissociation of GPS2 and KDM1A from chromatin at the *Ptgs1* enhancer and promoter regions (Figure 7E and F). We conclude that PU.1 could be one of the major TFs that mediate the chromatin recruitment and antagonism of GPS2 and KDM1A at IL4-regulated macrophage enhancers. A working model integrating all findings of this study is presented in Figure 7G.

**Figure 7.**
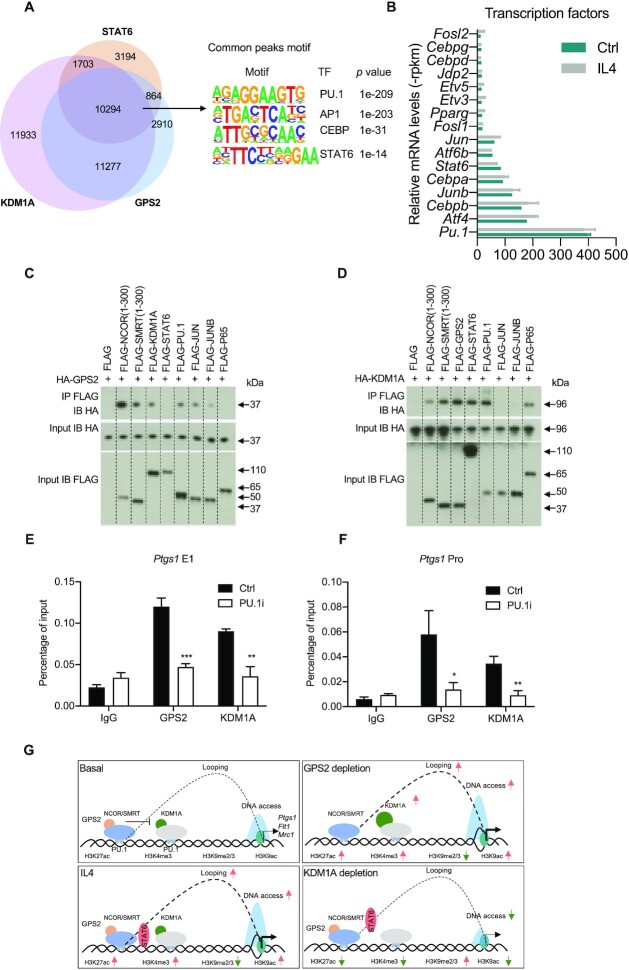
(**A**) Venn diagram showing the overlap of GPS2, STAT6, and KDM1A occupancy (obtained by ChIP-seq) in RAW cells (left panel), along with the enriched TF motifs in the common peaks. (**B**) RNA-seq tag counts (-rpkm) representing the relative TF gene expression in RAW cells upon 6 h IL4 treatment versus control. (**C**) Co-immunoprecipitation of HA-GPS2 with the indicated FLAG-tagged TFs and coregulators in HEK293 cells. Previously reported interactions with JUN, NCOR and SMRT served as positive controls (36) (**D**) Co-immunoprecipitation of HA-KDM1A with the indicated FLAG-tagged TFs and coregulators in HEK293 cells. Previously reported interaction with p65 served as positive control (74). (**E, F**) ChIP-qPCR of GPS2 and KDM1A at *Ptgs1* enhancer (E1) and promoter region (Pro) upon PU.1 inhibition (PU.1i) in RAW cells (*n* = 3). (**G**) Model of GPS2-KDM1A antagonism in regulating IL4 target gene expression during M2 macrophage activation. Unpaired *t* test was used to determine data significance. All data are represented as mean ± s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001.

## DISCUSSION

Our study uncovered hitherto unknown epigenetic mechanisms by which the antagonistic action of a major corepressor complex and a major histone demethylase control IL4-dependent macrophage activation and maintain a repressive basal state prior to IL4 activation. There are at least three aspects supporting these mechanisms, discussed further below and highlighted in our model (Figure 7G).

1. The corepressor core subunit GPS2 represses both basal and IL4-induced gene expression (as judged by transcriptome analysis via RNA-seq) by occupying enhancers (as judged by cistrome analysis via ChIP-seq, CUT&Tag) and by limiting enhancer-promoter looping (as judged by 4C-seq) within the TADs of IL4 target gene loci. At some enhancers GPS2 seems in addition to restrict chromatin access (as judged by ATAC-seq). In all of above steps, GPS2 seems to cooperate with SMRT and NCOR, suggesting GPS2 to function as an integral subunit of the chromatin-associated corepressor complex at IL4 target gene loci.
2. The macrophage GPS2 corepressor complex associates with the histone demethylase KDM1A at chromatin, as we identified it using ChIP-MS (RIME) independently from both BMDMs and RAW cells. Functional analysis revealed that GPS2 (along with SMRT, NCOR) and KDM1A co-occupy IL4 target gene enhancers but function antagonistic at several levels. The corepressor complex restricts chromatin access of KDM1A at enhancers (i.e. corepressor depletion increases KDM1A chromatin occupancy) and antagonizes the demethylase-independent coactivator function of KDM1A (as judged from inhibitor treatment) in the transcriptional activation of IL4 target genes.
3. Activation of STAT6, the major IL4-induced TF which upon IL4 signaling co-occupies enhancers along with the GPS2 corepressor complex and KDM1A, is affected at different levels by either GPS2 depletion (STAT6 phosphorylation) or KDM1A depletion (reduced chromatin access). STAT6 is however unlikely to be the direct target TF for the corepressor-coactivator antagonism at chromatin. Since GPS2 represses and antagonizes KDM1A at IL4 target genes even in the absence of IL4 signaling, other TFs are likely required for recruiting the corepressor complex and KDM1A to chromatin, with PU.1 being a strong candidate.

Our current study extents previous work and further emphasizes the dual role of the GPS2-containing corepressor complex, and its functional sub-complexes, in regulating both pro- and anti-inflammatory responses in macrophages. Because GPS2 expression, and thereby corepressor complex function, in tissue macrophages is altered in immuno-metabolic disease contexts in humans (20,36), our study should stimulate the further investigation of IL4 signaling in human macrophage subtypes. The comparison of GPS2 corepressor complex action in M1 versus M2 activation emphasizes that the function of coregulators in macrophages is highly signal-specific, most likely due to the different sets of TFs that respond to these signals. The physiological consequence of altered GPS2 expression is therefore dependent on the combination of different stimuli typically occurring *in vivo*. While GPS2 acts largely anti-inflammatory by inhibiting M1-type metabolic inflammation under conditions of obesity and diabetes (20,36,37), it might act rather pro-inflammatory in a M2-type micro-environment, for example in macrophages involved in wound healing (6) or in tumor-associated macrophages involved in metastasis (9). All these aspects could be of relevance for the here identified GPS2-KDM1A antagonism in complex disease environments.

Our study provides further insights into the fundamental question of whether GPS2 acts within or without the corepressor complex, and how it cooperates with the other core subunits NCOR or SMRT to control macrophage function (20). Whereas our previous studies have revealed that GPS2 cooperates with SMRT but not NCOR to control pro-inflammatory gene transcription in M1-type macrophages (35–37), we show here that repression of IL4-regulated anti-inflammatory gene transcription in M2-type macrophages requires all three core subunits. These data further support the gene- and signal-selectivity of corepressor sub-complexes in macrophages. Intriguingly, while NCOR, SMRT and GPS2 colocalize at all IL4 target genes, depletion of SMRT abolished, and depletion of NCOR reduced GPS2 binding, strongly supporting that GPS2 requires these subunits to bind chromatin and to modulate transcription. Possibly, deletion of either subunit destabilizes interactions of the corepressor complex with TFs, histone modifiers such as KDMs, and histone tails to alter the local TAD-intrinsic 3D chromatin structure and accessibility along with the formation of enhancer–promoter loops to stimulate transcription, as shown here for IL4 signaling. Sub-complexes may still operate even in the M2 pathway, likely due to binding preferences for different TFs and TF combinations at IL4-regulated enhancers. This may explain why expression of *Arg1*, a typical IL4/STAT6 target in mouse macrophages, seems not repressed by GPS2 in our study, while it was repressed by NCOR and HDAC3 in BMDMs (32–34).

Our study addresses the role of macrophage TFs in GPS2-KDM1A antagonism at IL4-inducible enhancers and target gene loci. The outcome suggests that STAT6, although required for IL4-induced gene expression and its activation is modulated by GPS2 and KDM1A, it is not a direct target for these coregulators. Instead, other TFs such as PU.1 are likely responsible for recruiting the GPS2 corepressor complex and KDM1A to chromatin. Major arguments are that antagonisms occurs in unstimulated macrophages in the absence of STAT6/IL4 signaling, where the GPS2 corepressor complex bookmarks the enhancers of IL4 target genes. Competitive TF interactions of KDM1A and GPS2 may explain how depletion of GPS2 increases the enhancer recruitment of KDM1A, which possibly cooperates with CBP/p300 to increase H3K27ac, eRNA transcription and enhancer-promoter communication. Thus, the integration of KDM1A extents the corepressor-dependent mechanisms of M1 macrophage enhancer activation discovered in our previous study (37) and suggests such mechanisms to operate both in IL4 (M2) and LPS (M1) contexts. Interestingly, previous work has revealed that HDAC3 is involved in repressing the IL4 pathway in BMDMs (33). Since HDAC3 needs to interact with NCOR/SMRT to access chromatin (20,28), and since we show that NCOR/SMRT depletion has similar effects as GPS2 depletion in the IL4 pathway, HDAC3 is a likely component of the KDM1A antagonism executed by the corepressor complex. Moreover, the results of our study do not conflict with a previous report that NCOR and HDAC3 associate with STAT6 at a subset of IL4-repressed enhancers (15). Docking mechanisms independent of direct STAT6 interaction, likely mediated by LDTFs including PU.1, and repression mechanisms independent of GPS2 and SMRT, may account for this peculiar STAT6-dependent gene repression.

Our study advances the understanding of functions and target range of KDM1A, the first identified and probably best-studied KDM, also known as lysine-specific demethylase 1 (LSD1) (54). Although KDM1A has been extensively studied in multiple cell types and disease contexts (55–59), its specific function in IL4 signaling and M2 macrophages has not yet been addressed and only few recent studies have explored its role in M1 macrophages (60–63). Our data indicate that KDM1A opposes the GPS2 corepressor complex by acting a coactivator of IL4 signaling, as its depletion abolishes IL4-induced gene expression and increases H3K9me2/3 levels, both at the genome-wide level and within the specific IL4 target gene loci. Notably, the classic KDM1A substrates H3K4me1/2 linked to its repressive function were not changed upon KDM1A depletion. This suggests that the coactivator function of KDM1A in the macrophage context may involve the modulation of repressive H3K9me2/3 marked chromatin regions that exist even within active euchromatin regions defined by TADs (67). This also suggests that KDM1A operates different than in other cellular and signaling contexts, likely independently of the CoREST/HDAC1/2 complexes (63,68–70). The detailed mechanisms regarding the selective regulation of KDM1A on H3K4 or H3K9 demethylation in different contexts remains unclear. It is possible that the repressive function of KDM1A in other cell types is dependent on interacting TFs such as the androgen receptor to facilitate its H3K4 demethylase activities, while interactions with macrophage TFs facilitate its H3K9 demethylase activities linked to its coactivator function (64,65,70,71). An intriguing yet puzzling result is that KDM1A depletion increased also the repressive H3K9me3 mark, in addition to H3K9me2. Indirect mechanisms may account for this, since H3K9me3 is not known to be a direct substrate for KDM1A. One possibility is that KDM1A cooperates with H3K9me demethylases including KDM4 family members, which have been reported to associate with both KDM1A and GPS2 in different contexts (31,39,65,72). Alternatively, changes of H3K9me3 upon depletion of KDM1A (or GPS2, increasing KDM1 recruitment to chromatin) may be due to altered activities of different histone H3K9 lysine methyltransferases (KMTs) (67) which operate in equilibrium with KDMs, consistent with related observations in other cellular contexts (66).

Our data also indicate that the KDM1A coactivator function and the identified GPS2-KDM1A antagonism is not abolished by inhibitors of the KDM1A demethylase activity directed towards H3K4me1/2. Whether this is limited to a subset of GPS2/IL4 target genes or a more general feature of KDM1A coactivation in macrophages remains to be clarified. The issue is of translational relevance as KDM1A is a promising epigenetic drug target for pharmacological inhibitors that are currently being developed for clinical applications (56). Thus, it is crucial to understand the mechanistic action and target range, but also the limitations of such inhibitors and their physiological consequences. KDM1A and its inhibitors have been extensively studied in different cellular contexts, revealing a variety of mechanisms of action at chromatin and enhancers, both dependent and independent of KDM1A's lysine demethylation activity (57–59,73). Although several mechanisms have recently also been identified in M1-type macrophages (60–63) (74), they seem to be distant from those discovered in our study. It is currently not clear whether this reflects fundamental mechanistic differences of KDM1A action in M1 versus M2 contexts or rather alternative mechanisms that operate in both contexts. However, any of the mechanisms should be affected by the different expression levels and functions of TFs and coregulators, including KDMs and KMTs, in either signaling context. M1 and M2 signaling pathways crosstalk with each other (16,75) and must be further addressed by integrating synergistic and antagonistic coregulator networks such as those identified here.

## DATA AVAILABILITY

RNA-seq, ChIP-seq, CUT&Tag, ATAC-seq and 4C-seq data generated in this study have been deposited at NCBI Gene Expression Omnibus (GEO) and the accession number is GSE184884. The relevant ChIP-seq and RNA-seq were from GSE130383, GSE110465, GSE66774 and GSE106706 series. Other data are available from the corresponding authors upon request.

## Supplementary Material

gkac1230_Supplemental_File Click here for additional data file.

# Supplementary material for: Antagonistic action of GPS2 and KDM1A at enhancers governs alternative macrophage activation by interleukin 4
**Source:** Nucleic Acids Res. 2023 Jan 5;51(3):1067–86. doi: 10.1093/nar/gkac1230
**Supplement:** gkac1230_Supplemental_File

## **SUPPLEMENTARY INFORMATION**

Antagonistic action of GPS2 and KDM1A at enhancers governs alternative macrophage activation by interleukin 4

Huang et al.

**Supplementary Figures S1-S9**

**Supplementary Tables I-III**

## Supplementary Figure S1

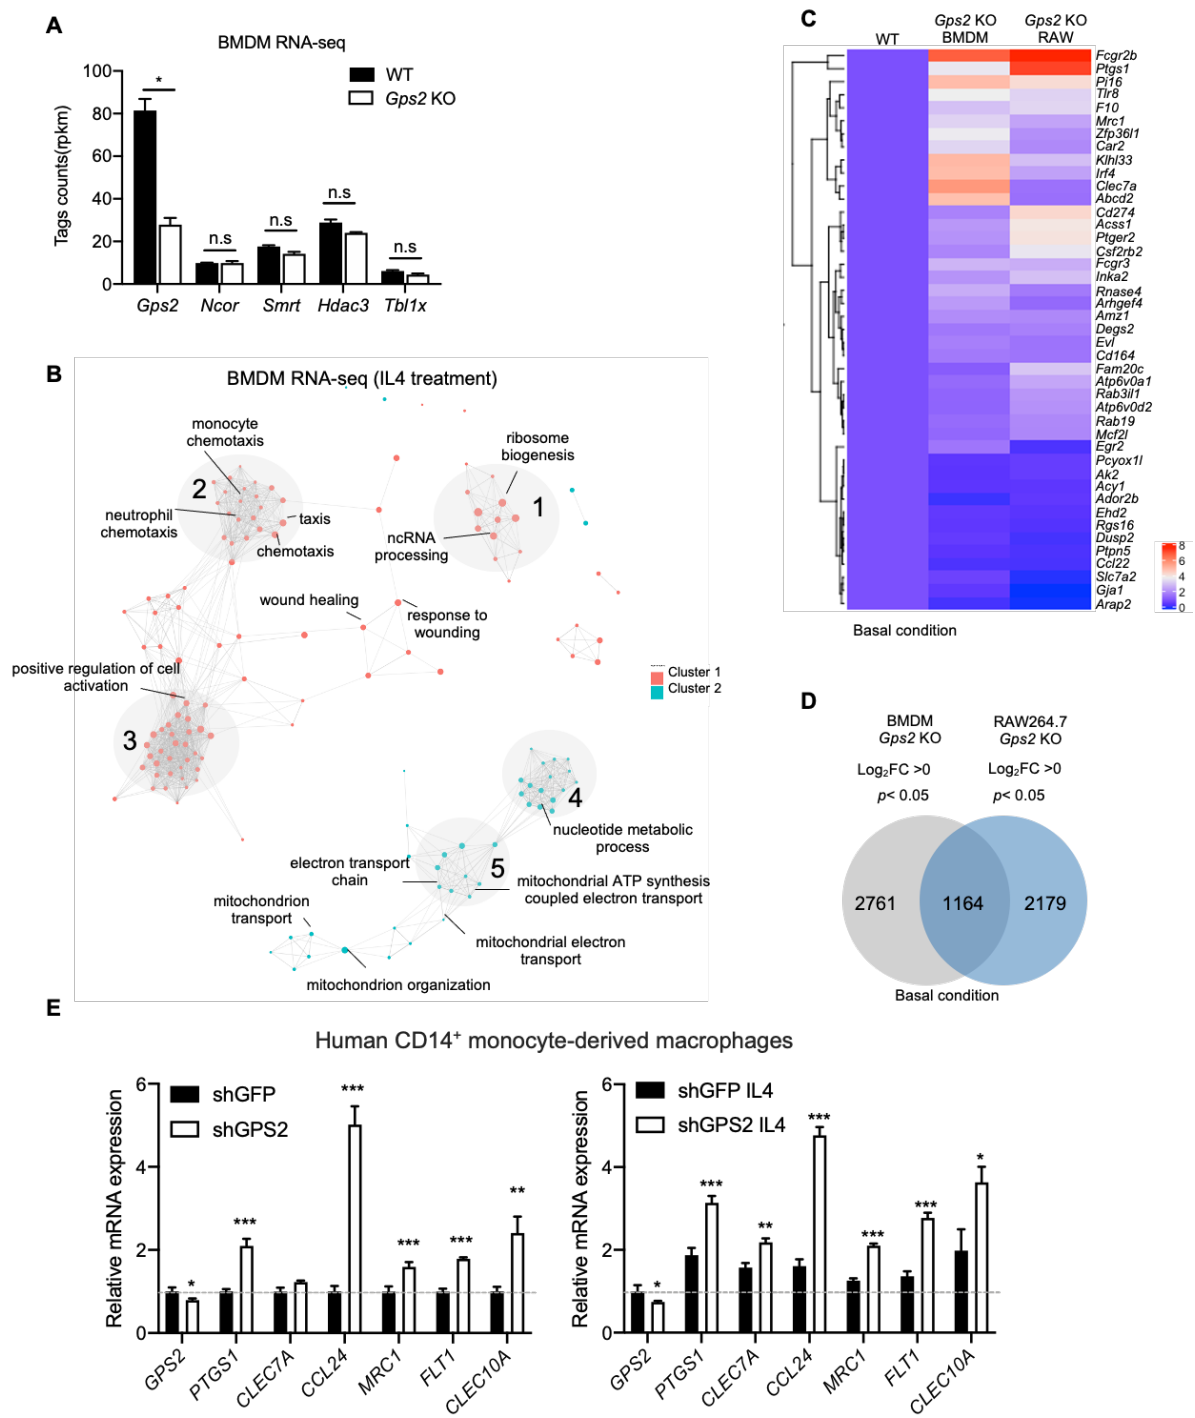

**Supplementary Figure S1. Transcriptomic comparison of GPS2 depletion in BMDMs and RAW cells.**

(A) RNA-seq tag counts (RPKM) of *Gps2*, *Ncor*, *Smrt*, *Hdac3* and *Tbl1x* gene expression in WT vs. *Gps2* KO BMDMs. (B) Network of the top enriched GO terms from pathway analysis of significantly up-regulated (cluster 1) and down-regulated (cluster 2) genes in WT vs. *Gps2* KO BMDMs. (C) Heat map of top- regulated genes in *Gps2* KO RAW and BMDM cells; (D) Venn diagram showing the overlap of GPS2-regulated transcriptome signatures in BMDMs and RAW cells. (E) RT-qPCR analysis of mRNA expression under GPS2 knockdown with IL4 treatment in human CD14<sup>+</sup> monocyte-derived macrophages (n=3). *CLEC10A* is related to mouse *Mgl2*. Unpaired t test was used to determine data significance. All data were represented as mean  $\pm$  s.e.m. \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001.

## Supplementary Figure S2

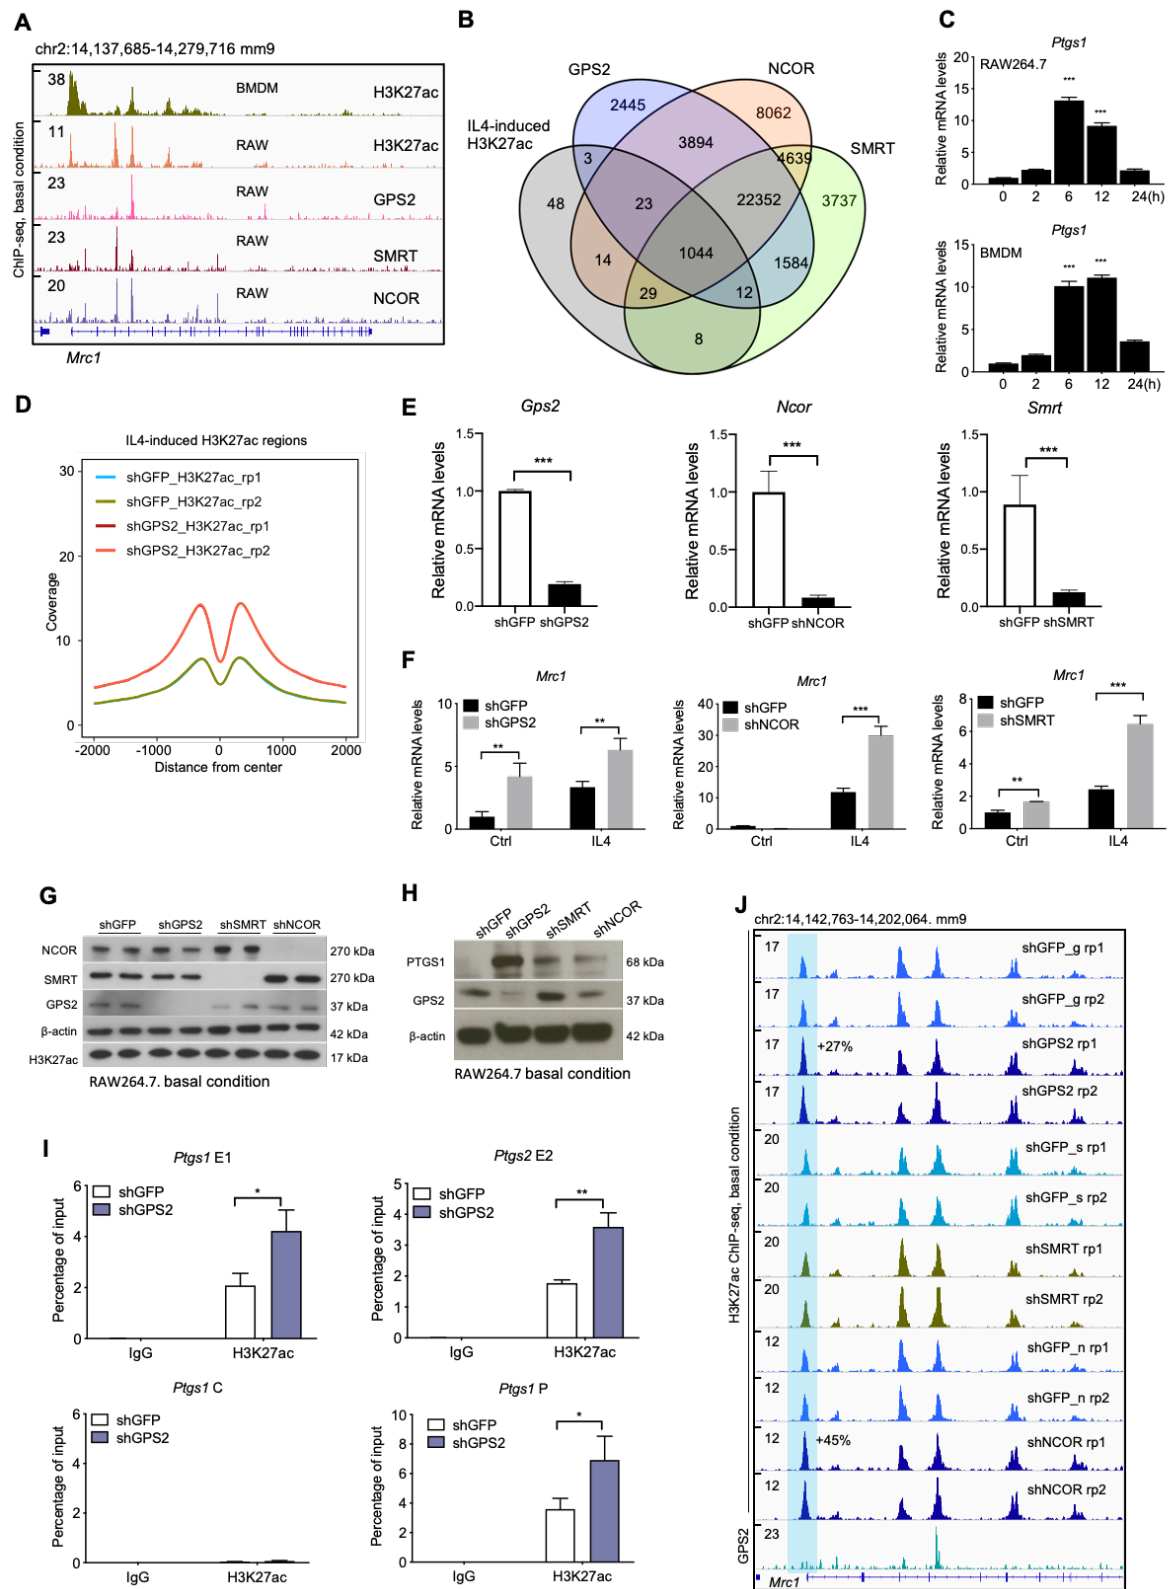

**Supplementary Figure S2. GPS2 works together with NCOR and SMRT in controlling IL4-responsive gene expression.**

(A) IGV genome browser tracks representing H3K27ac and recruitment of GPS2, SMRT and NCOR at the *Mrc1* locus. (B) Venn diagram showing the overlap of the corepressor complex subunit cistrome with the IL4-induced H3K27ac regions. (C) RT-qPCR analysis of the time-dependent expression of *Ptgs1* mRNA in RAW cells and BMDMs upon IL4 treatment (n=3). One-way ANOVA test was used for multiple comparisons. (D) H3K27ac peak coverage in the IL4-induced H3K27ac regions upon GPS2 depletion (n=2). (E) RT-qPCR showing the mRNA expression of *Gps2*, *Ncor*, and *Smrt* upon lentivirus-mediated shRNA knockdown in RAW cells (n=3). Unpaired t test was used to determine data significance; (F) RT-qPCR analysis of *Mrc1* expression in the GPS2, NCOR and SMRT knockdown cells under IL4 treatment (n=3); (G) Western blot analysis of GPS2, NCOR, and SMRT proteins in the indicated knockdown cells (n=2); (H) Western blot analysis of PTGS1 protein in the indicated knockdown cells; (I) ChIP-qPCR validation of H3K27ac changes in GPS2 knockdown cells (n=3). *Ptgs1* C, P, E1, E2 representing the PCR primers used for *Ptgs1* negative control region, promoter, and enhancers. (J) IGV genome browser tracks representing H3K27ac at the *Mrc1* locus upon the indicated shRNA knockdowns (n=2). Unpaired t test was used to determine data significance. All data were represented as mean  $\pm$  s.e.m. \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001.

## Supplementary Figure S3

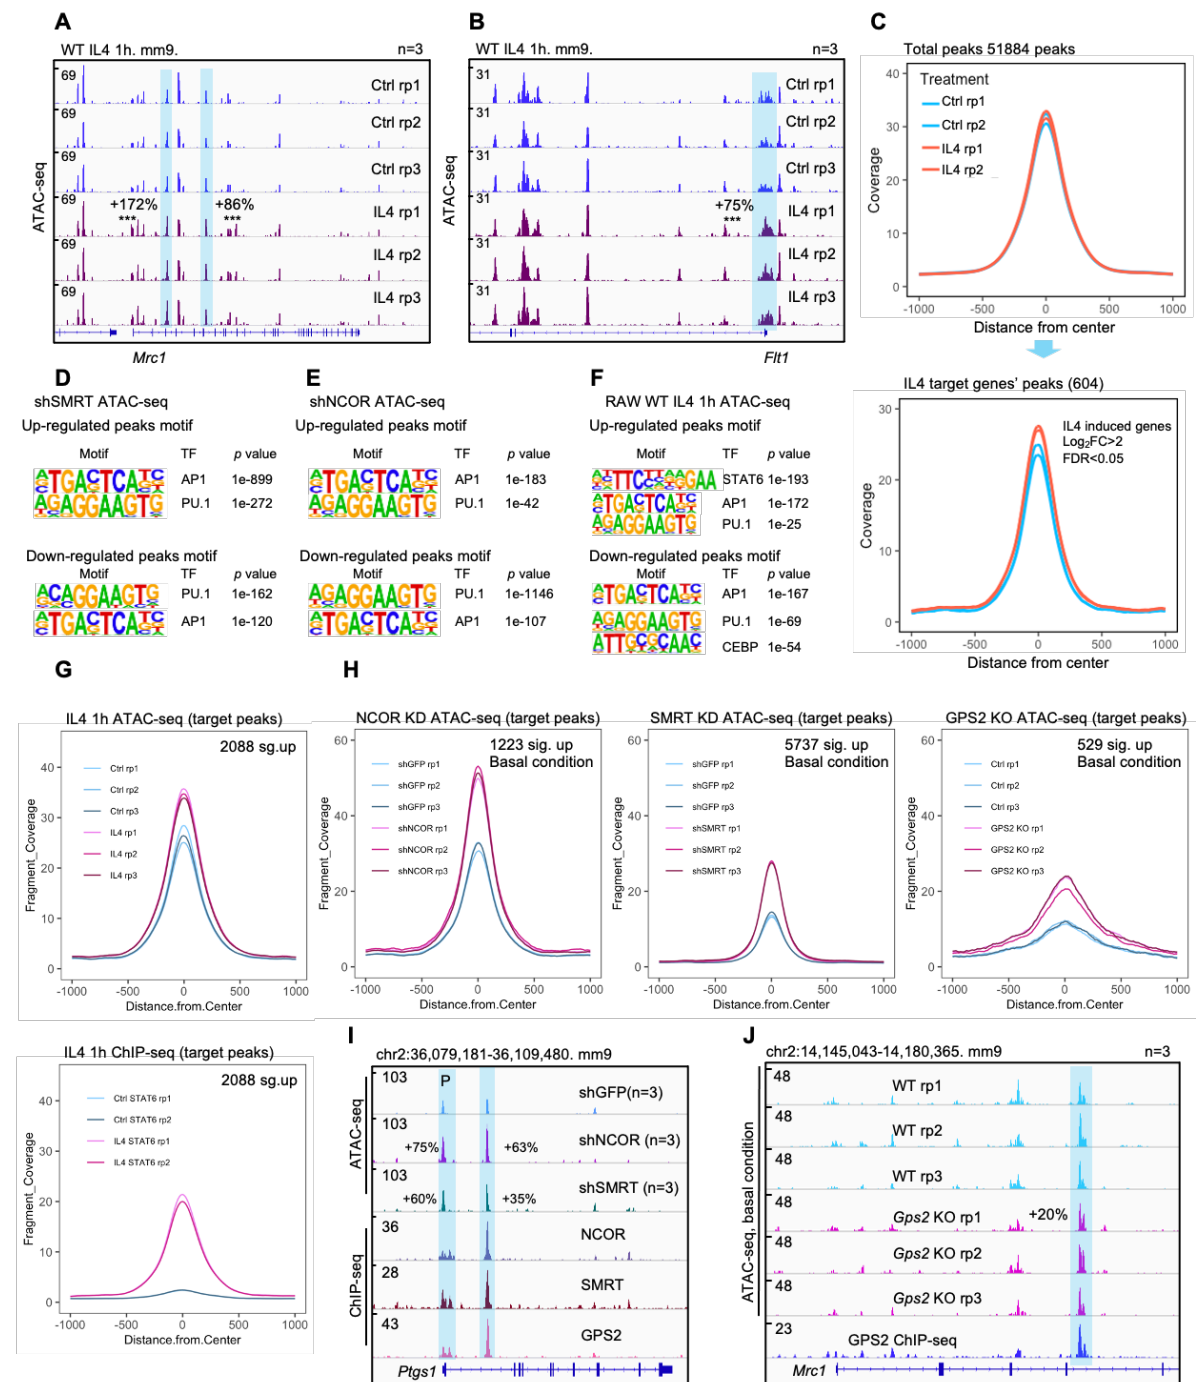

**Supplementary Figure S3. GPS2, SMRT and NCOR restrict chromatin access at IL4 target gene loci.**

(A-B) Genome browser tracks representing the ATAC-seq signal changes upon IL4 treatment at the (A) *Mrc1* and (B) *Flt1* loci in RAW cells. Regions with increased chromatin accessibility were highlighted and quantified (control vs. IL4). (C) Peak coverage representing ATAC-seq genome-widely (upper panel) and at IL4-inducible gene loci (lower panel) under both control and IL4 treatment in RAW cells; (D-E) TF motif analysis of up- and down-regulated peaks upon depletion of NCOR or SMRT in RAW cells; (F) TF motif analysis of up- and down-regulated peaks upon IL4 vs. control in RAW cells. (G) Peak coverage representing chromatin accessibility (ATAC-seq) changes in IL4-induced regions (upper panel) and the corresponding STAT6 enrichment (lower panel) in the same regions. (H) Peak coverage representing chromatin accessibility (ATAC-seq) changes (significantly upregulated regions) upon depletion of NCOR, SMRT or GPS2. (I) IGV genome browser tracks representing ATAC-seq peaks in the indicated knockdown cells and ChIP-seq peaks at the *Ptgs1* locus. (J) IGV genome browser tracks representing ATAC-seq peaks in WT and *Gps2* KO cells along with GPS2 ChIP-seq peaks at the *Mrc1* locus.

## Supplementary Figure S4

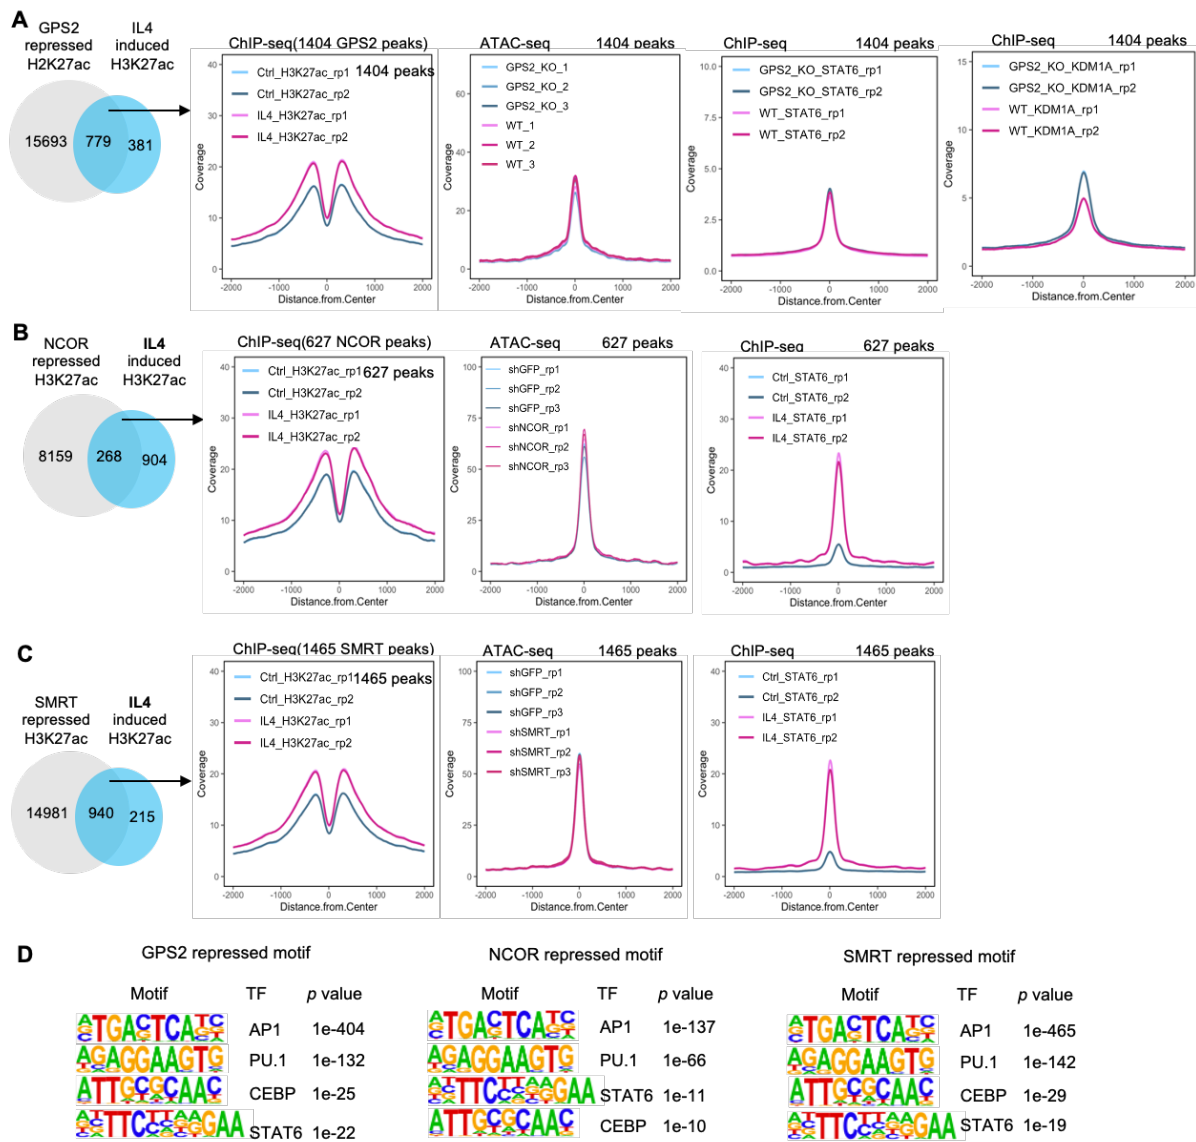

**Supplementary Figure S4. Comparison the DNA accessibility changes upon depletion of GPS2, NCOR or SMRT at IL4-inducible regions.**

(A) Peak coverage representing the overlap of the IL4-inducible and GPS2-repressed H3K27ac regions. Venn diagram was used to select the common regions (left panel). GPS2 peaks were intersected from these regions. Peak coverages were derived from STAT6, KDM1A ChIP-seq and ATAC-seq in GPS2 KO cells (right panel). (B-C) Peak coverage representing the overlap of the IL4-inducible and NCOR/SMRT-repressed H3K27ac regions. Venn diagram was used to select the common regions (left panel). NCOR (B) and SMRT (C) peaks were intersected from these regions. Peak coverages were derived from STAT6 and H3K27ac ChIP-seq in these regions under IL4 treatment (B-C). ATAC-seq changes were plotted in these regions upon depletion of NCOR (B) or SMRT (C) (right panel). (D) TF motif analysis of GPS2, NCOR or SMRT-repressed IL4 target regions in RAW cells (related to A-C).

## Supplementary Figure S5

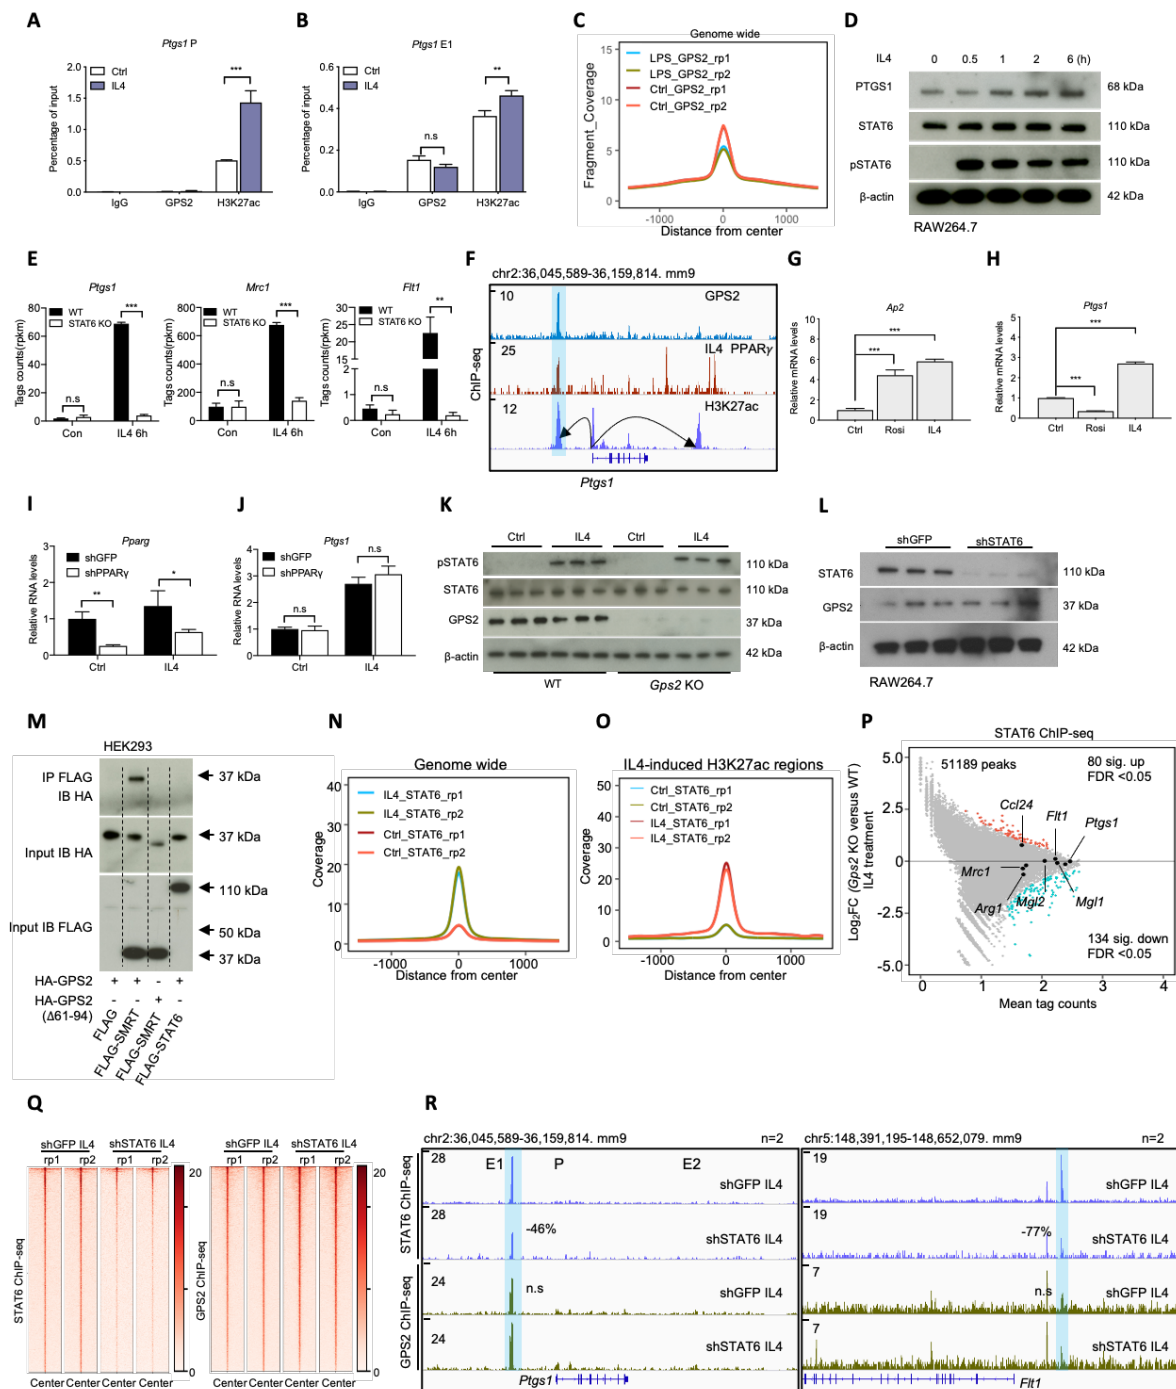

### Supplementary Figure S5. Interplay of GPS2 with STAT6 in IL4-dependent gene regulation.

(A-B) ChIP-qPCR of GPS2 and H3K27ac at *Ptgs1* (A) promoter (P) and (B) enhancer (E1) in control vs. IL4-treated RAW cells (n=3). (C) Peak coverage representing the genome-wide GPS2 binding changes under LPS treatment in RAW cells (n=2). ChIP-seq data were from GSM4848601 to GSM4848604. (D) Western blot analysis of STAT6, pSTAT6, and PTGS1 protein levels with IL4 treatment (0, 30 min, 1 h, 2 h, 6 h); (E) Tag counts (RPKM) of *Ptgs1*, *Mrc1*, and *Flt1* from RNA-seq in WT vs. *Stat6* KO BMDMs upon IL4 treatment. RNA-seq data were from GSE106706. (F) IGV genome browser tracks representing PPAR $\gamma$  and GPS2 occupancy in control and IL4-treated BMDMs. PPAR $\gamma$  ChIP-seq data were from GSM2867738 and GSM2867739. GPS2 ChIP-seq data were from GSM1631866. (G-H) RT-qPCR analysis of PPAR $\gamma$  target gene expression (G) *Ap2* and (H) *Ptgs1* in control cells and upon treatment with Rosiglitazone or IL4 (n=3). (I-J) RT-qPCR analysis of (I) *Pparg* and (J) *Ptgs1* expression in control vs. IL4-treated WT and shPPAR $\gamma$  RAW cells (n=3). (K) Western blot analysis of STAT6, pSTAT6, and GPS2 expression in WT and *Gps2* KO RAW cells in control vs. IL4 condition (n=3). (L) Western blot analysis of GPS2 and STAT6 protein levels in shSTAT6 RAW cells (n=3). (M) Co-immunoprecipitation of HA-GPS2 with FLAG-tagged STAT6 in HEK293 cells. FLAG-SMRT (aa 1–300, GPS2-binding domain). HA-GPS2 ( $\Delta$  aa 61–94, deletion of the SMRT-binding domain) served as a negative control. (N-O) Peak coverage representing the (N) genome-wide and (O) IL4-induced binding changes of STAT6 in IL4-treated vs. control RAW cells (n=2). (P) MA plot showing STAT6 peak changes in *Gps2* KO vs. WT cells. Significant up-regulated and down-regulated peaks were highlighted in red and blue. The key IL4 targets gene peaks were labelled. (Q) Genome-wide heatmap of STAT6 and GPS2 ChIP-seq in shGFP control and shSTAT6 RAW cells under IL4 treatment (n=2). (R) IGV genome browser tracks representing the GPS2 and STAT6 recruitment at the *Ptgs1* and *Flt1* loci in shSTAT6 RAW cells or *Gps2* KO cells under IL4 treatment (n=2). Unpaired t test was used to determine data significance. All data were represented as mean  $\pm$  s.e.m. \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001.

## Supplementary Figure S6

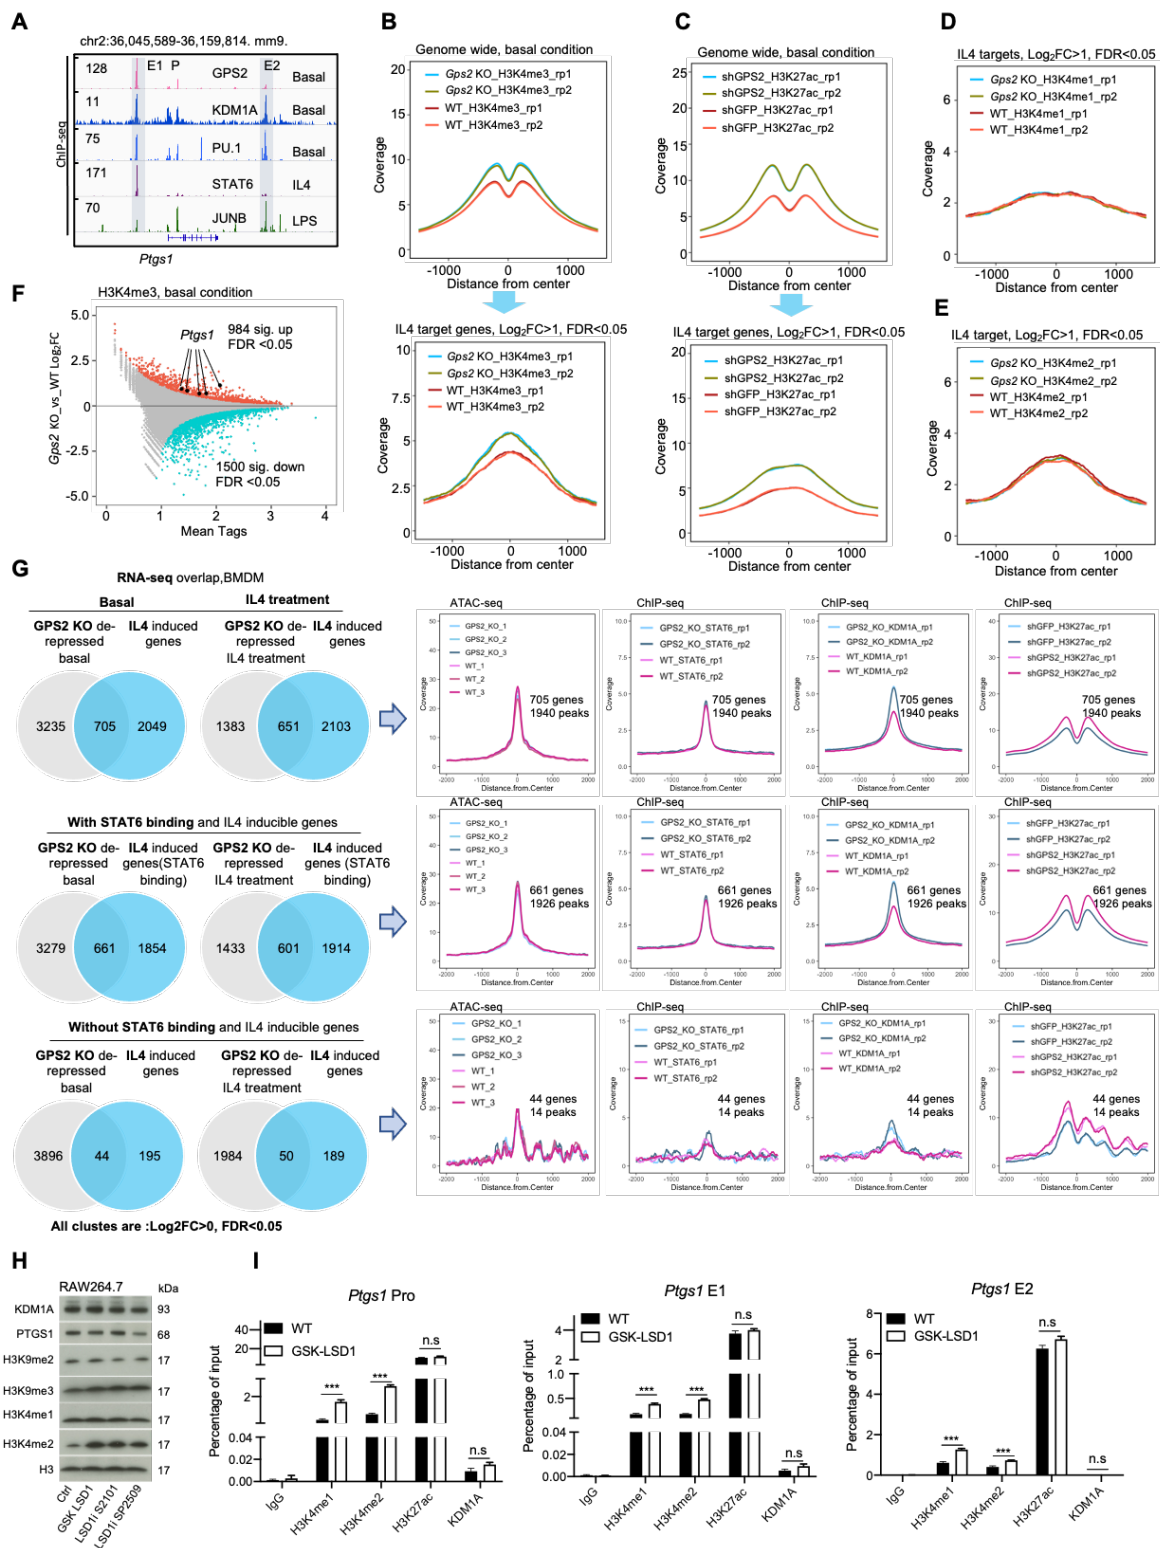

**Supplementary Figure S6. Epigenetic changes at IL4 target gene loci upon depletion of GPS2 or upon treatment with KDM1A inhibitors.**

(A) IGV genome browser tracks showing GPS2, KDM1A, PU.1, STAT6 and JUNB recruitment at the *Ptgs1* locus. PU.1 and JUNB ChIP-seq data were from GSM4848530 and GSM4848586. (B-C) Peak coverage of (B) H3K4me3 and (C) H3K27ac in control (WT or shGFP) and GPS2-depleted (CRISPR KO or shRNA knockdown) RAW cells both genome-wide (upper panels) and at IL4 target gene loci (lower panels). (D-E) Peak coverage of (D) H3K4me1 and (E) H3K4me2 at IL4 target gene loci in GPS2 KO cells. (F) MA plot showing the H3K4me3 log2 fold changes in GPS2 KO vs. WT RAW cells. Significantly up- and down-regulated peaks were highlighted in red or blue. Up-regulated peaks within the *Ptgs1* gene locus were labelled. (G) Comparison the GPS2- repressed and IL4-induced genes with or without STAT6 binding sites in basal and IL4 condition. Venn diagram was done from the GPS2 KO RNA-seq (left panels). 

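The left panels overlap 2 comparisons of the BMDM experiment. In the authors' deposited table, 2761 genes were induced by IL4 in WT cells, and 3944 were higher in Gps2 KO than in WT cells without IL4. The authors' deposited table places 706 genes in both sets. Over the 13912 genes with an adjusted p below 1 in both comparisons, which are those that passed the authors' filter on low expression, 767.0 genes were expected in both sets by chance (one-sided hypergeometric test, p = 0.998). With all 25059 mouse genes as background, as in the paper's other overlap test, 434.6 were expected (one-sided hypergeometric test, p = 9.4e-46). The WT control libraries enter both comparisons with the same sign, and in 20 simulations without a KO effect the overlap was on average 1.51 times the expected one, against 0.92 times here. With IL4, the authors' deposited table lists 2040 genes higher in KO cells, of which 652 were IL4-induced, and 236 genes were in all 3 sets.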

Peak coverages were derived from the individual STAT6, KDM1A, H3K27ac ChIP-seq and ATAC-seq for the selected regions (right panels). (H) Western blot analysis of PTGS1, KDM1A and indicated histone modifications upon treatment with KDM1A inhibitors. (I) ChIP-qPCR of KDM1A, H3K27ac and H3K4me1/2 enrichment at the *Ptgs1* promoter (P) and enhancers (E1, E2), in RAW cells treated with the KDM1A inhibitor GSK-LSD1 (n=3).

## Supplementary Figure S7

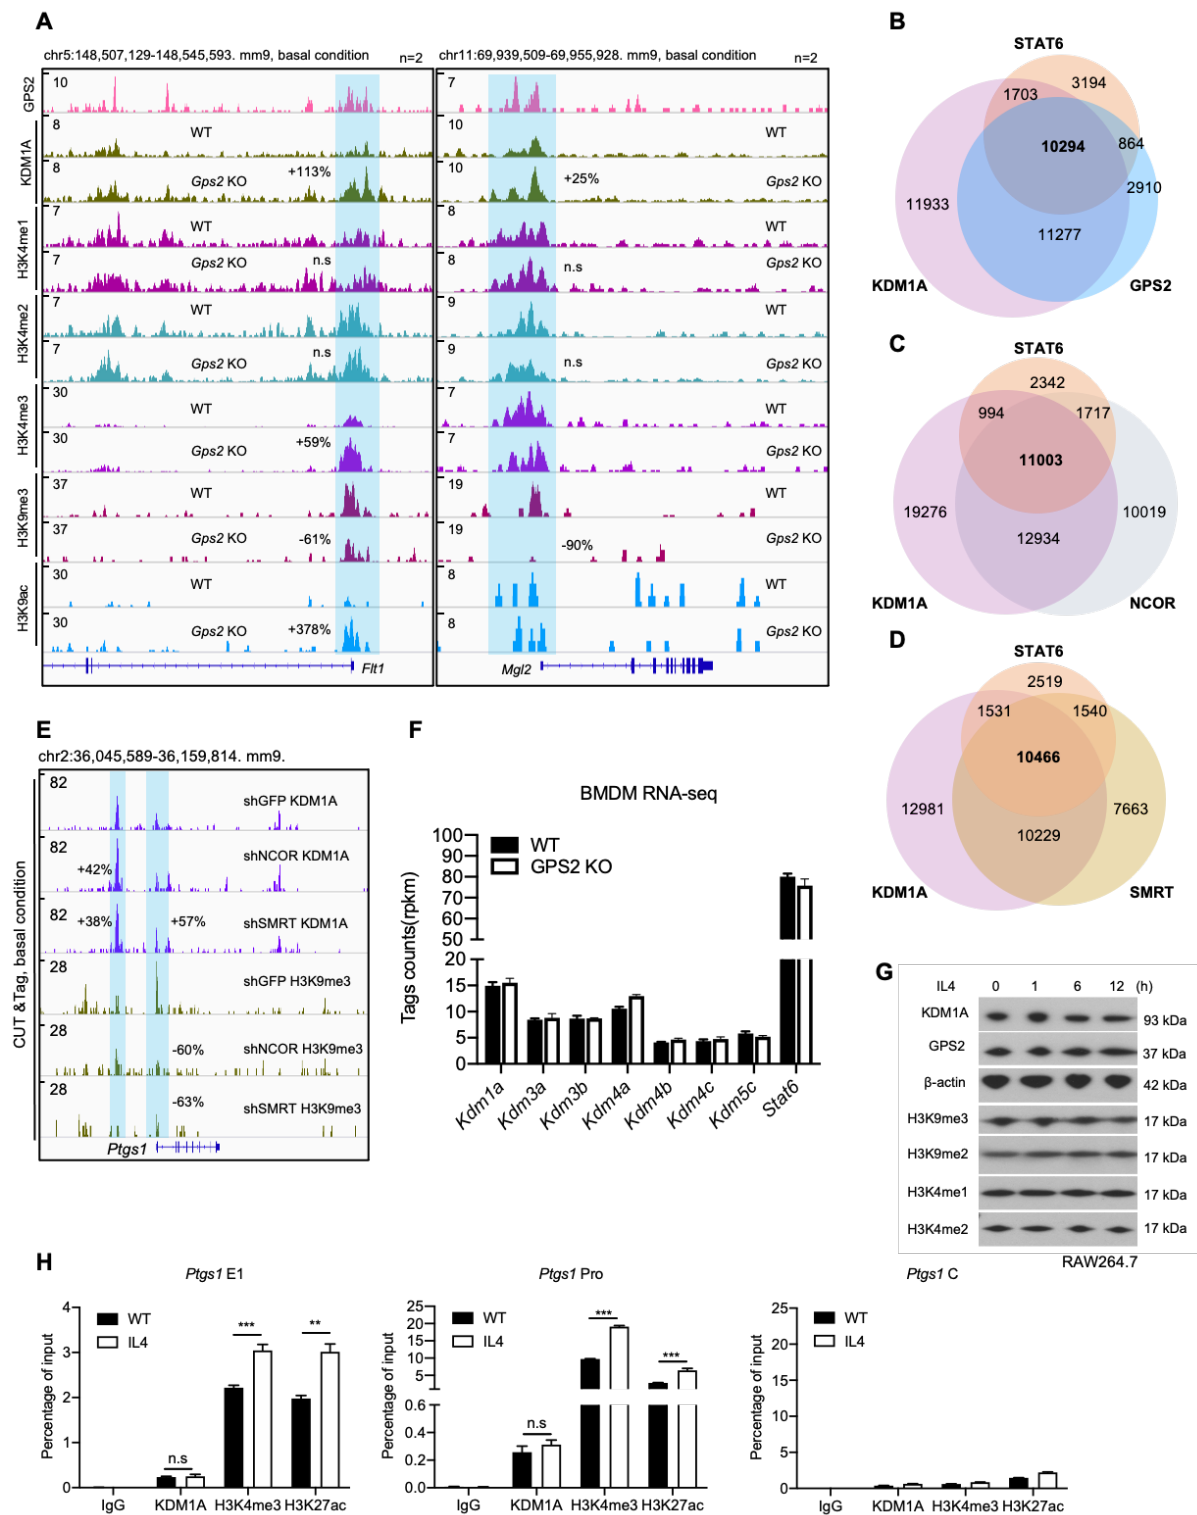

**Supplementary Figure S7. Epigenetic links between GPS2 and KDM1A.**

(A) IGV genome browser tracks showing KDM1A recruitment along with the indicated histone marks in WT and *Gps2* KO cells at the *Flt1* and *Mgl2* loci. (B-D) Venn diagram analysis of cistromes for KDM1A, STAT6 and the corepressor complex subunits GPS2 (B), NCOR (C), and SMRT (D) in RAW cells. (E) IGV genome browser tracks showing effects of NCOR or SMRT depletion on KDM1A recruitment and H3K9me3 levels at the *Ptgs1* locus. (F) RNA-seq tag counts (RPKM) determining relative gene expression of the indicated lysine demethylases in WT vs. *Gps2* KO BMDMs. (G) Western blot analysis of GPS2, KDM1A and the indicated histone modifications upon IL4 treatment (0, 1 h, 6 h, 12 h). (H) ChIP-qPCR of KDM1A, H3K27ac and H3K4me3 enrichment at the *Ptgs1* enhancer (E1), promoter (P), and control region (C), in control vs. IL4-treated (1 h) RAW cells (n=3).

## Supplementary Figure S8

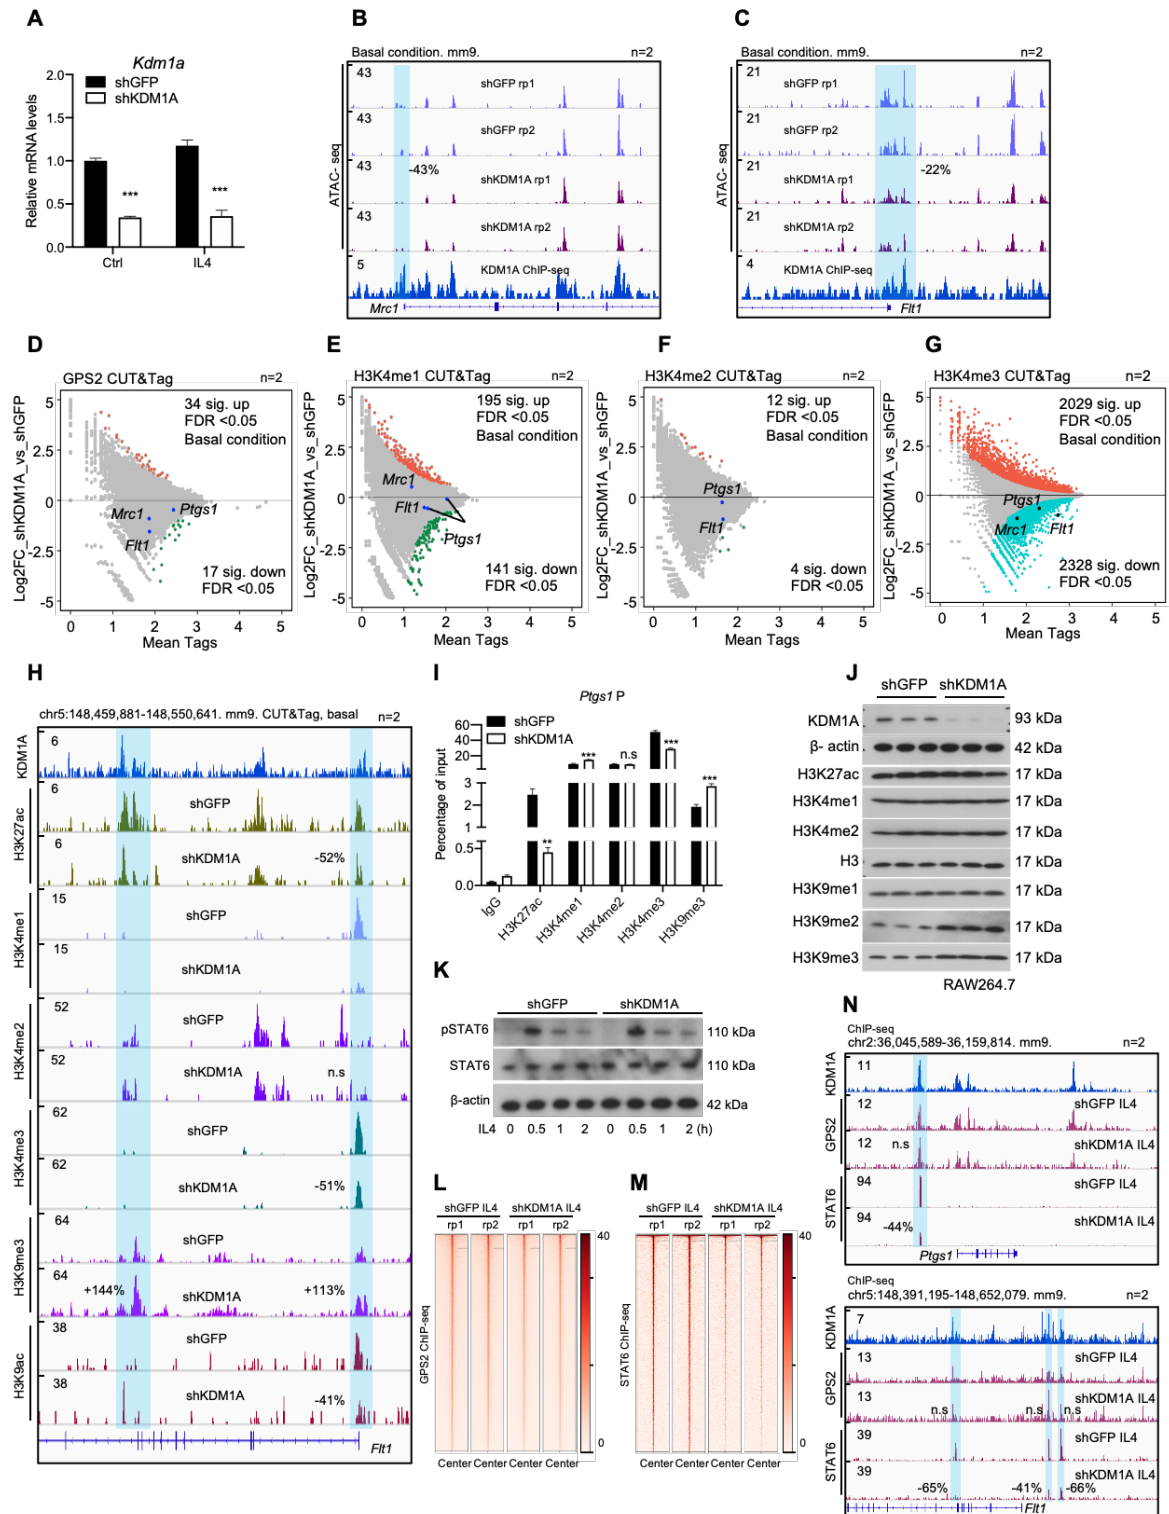

**Supplementary Figure S8. Epigenetic changes at IL4 target gene loci upon KDM1A depletion.**

(A) RT-qPCR analysis of *Kdm1a* expression KDM1A-depleted in control vs. IL4-treated RAW cells (n=3). (B-C) IGV genome browser tracks of ATAC-seq in shGFP and shKDM1A RAW cells along with KDM1A ChIP-seq peaks at the *Mrc1* (B) and *Flt1* (C) loci. (D-G) MA plots representing GPS2, H3K4me1, H3K4me2 and H3K4me3 peaks in shKDM1A vs. shGFP RAW cells. Significantly up- and down-regulated peaks were highlighted in red and green in each plot. Peaks within featured gene loci were labelled. (H) IGV genome browser tracks of KDM1A recruitment along with the indicated histone modifications at the *Flt1* locus in shGFP (control) and shKDM1A knockdown RAW cells. (I) ChIP-qPCR analysis of the indicated histone modifications at the *Ptgs1* promoter (P) (n=3). (J) Western blot analysis of total KDM1A protein levels along with the indicated histone modifications in shGFP vs. shKDM1A RAW cells (n=3). (K) Western blot analysis of total STAT6 and p-STAT6 protein levels in shGFP vs. shKDM1A RAW cells (n=3). (L) Genome-wide heatmap of GPS2 ChIP-seq in shGFP vs. shKDM1A RAW cells under IL4 treatment (n=2); (M) Genome-wide heatmap of STAT6 ChIP-seq in shGFP vs. shKDM1A RAW cells under IL4 treatment (n=2). (N) IGV genome browser tracks of GPS2 and STAT6 ChIP-seq in shGFP and shKDM1A RAW cells under IL4 treatment at the *Ptgs1* and *Flt1* loci. Unpaired t test was used to determine data significance. All data were represented as mean  $\pm$  s.e.m. \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001.

## Supplementary Figure S9

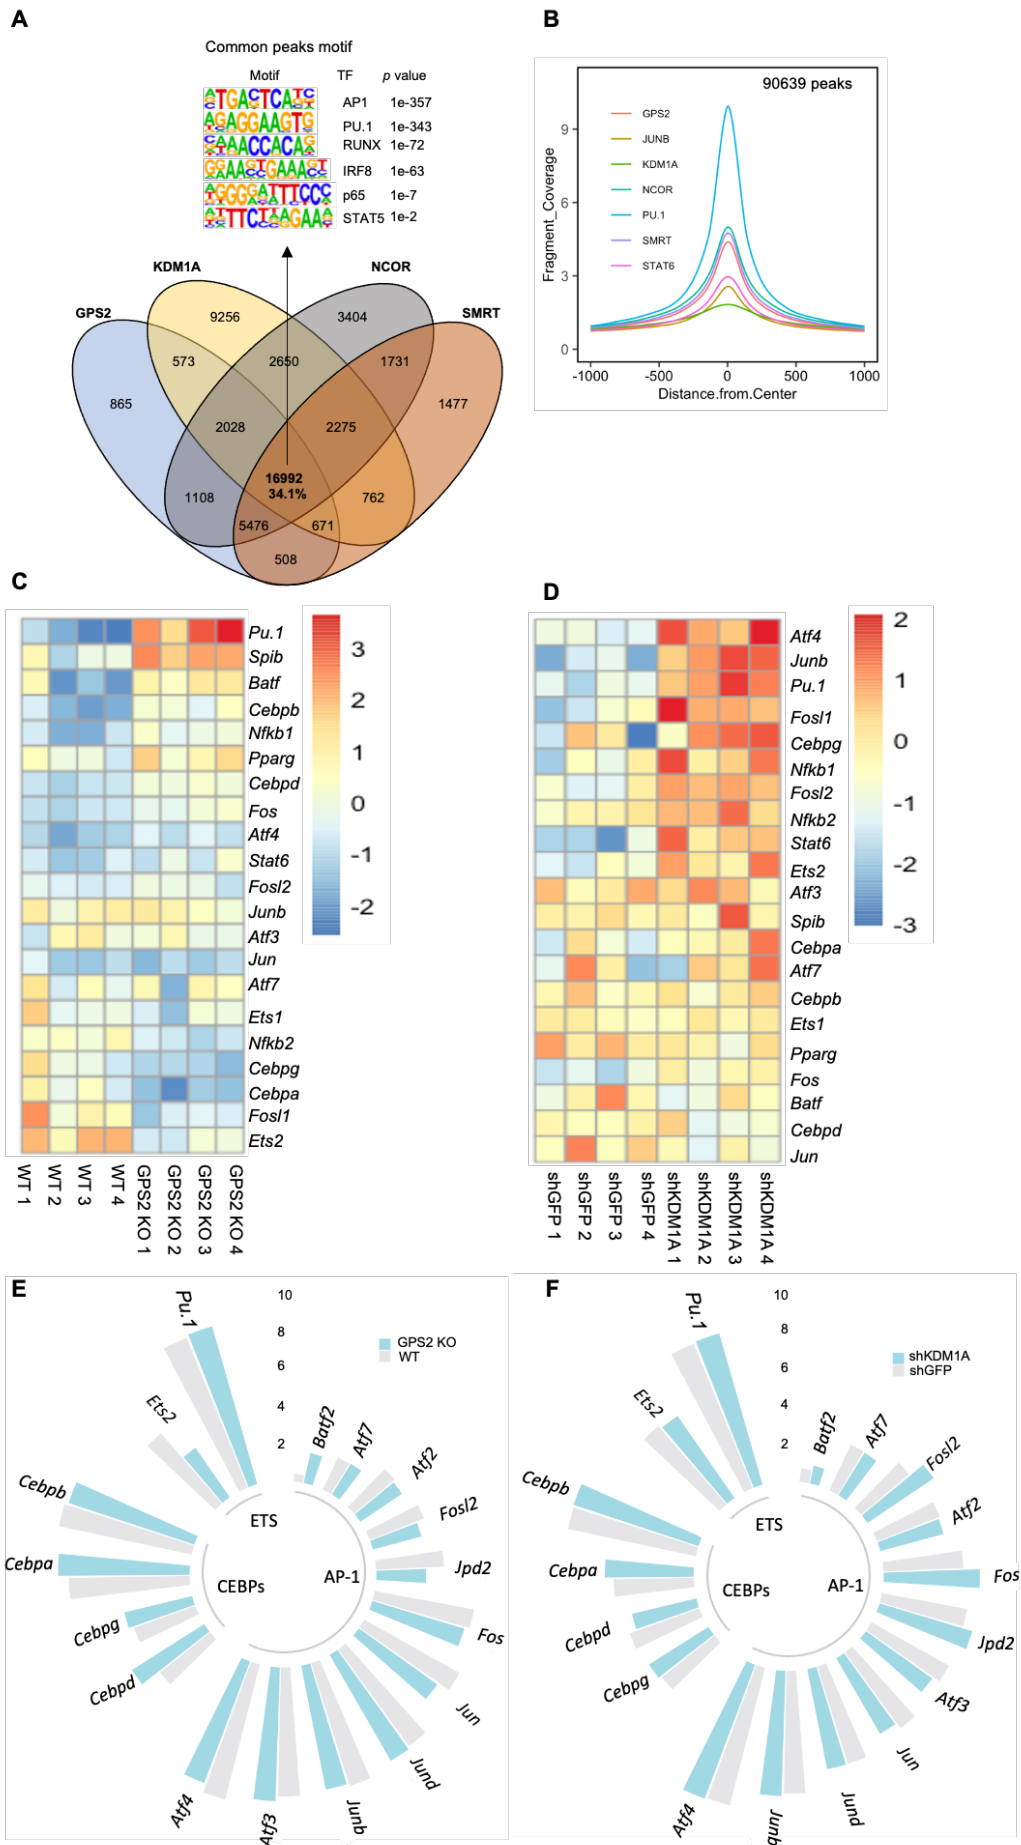

**Supplementary Figure S9. Analysis of candidate target TFs for GPS2 and KDM1A.**

(A) Venn diagram showing the overlap of GPS2, NCOR, SMRT, and KDM1A cistromes in RAW cells. TF motif analysis for indicated majority of common peaks is highlighted. (B) Peak coverage representing the genome-wide co-occupancy of the corepressor complex subunits, AP1(JUNB), PU.1, STAT6, and KDM1A. JUNB, and PU.1 ChIP-seq were from GSM4848586 and GSM4848528. (C-D) Transcriptome-based TF activity analysis: Heat maps representing the change in the activity of TFs based on the expression of their target genes upon depletion of either GPS2 in BMDMs (C) or KDM1A in RAW cells. (E-F) Circular plot representing the relative mRNA expression of selected TF family members upon depletion of GPS2 in BMDMs (E) or KDM1A in RAW cells (F).

## Supplementary Table I

## PCR primers used in this study

| RT-qPCR primers       | Forward Primer (5'-3')    | Reverse Primer (5'-3')    |
|-----------------------|---------------------------|---------------------------|
| <i>Gps2</i>           | ACCAGCTTCTCGGACTCATCTTCT  | GAGGGTGGGCTGGAGCTCTCT     |
| <i>Ncor</i>           | TGGATCCTGCTGCTGCTTACCT    | GGCTGCTCTCGTGGGGACAGT     |
| <i>Smrt</i>           | GCCCTTAGTCCTAGGTGTGG      | TTGTACAGAGGCGTGTGGGA      |
| <i>Ptgs1</i>          | CTTAGGCCACGGGGTAGA        | TTTCCCATCCTGAAGAGCCG      |
| <i>Ptgs2</i>          | GTTTCATCCCTGACCCCAAG      | TTTAAGTCCACTCCATGGCCC     |
| <i>Clec7a</i>         | AACCACAAGCCCACAGAATCA     | AGGTAACAGCTCTTCCCATGC     |
| <i>Ccl24</i>          | GGCAGGGGTCATCTTCATCAC     | CTTGGCCCCCTTTAGAAGGCT     |
| <i>Mrc1</i>           | GAAGATCCACTCTGGGCCAT      | AGATTAAAAATTGCCTCGCGTCCAA |
| <i>Mgl1</i>           | TTTGAGAAAGGCTTTAAGAACTGGG | GACCGGGTAGGAGGATTCCA      |
| <i>Mgl2</i>           | AGTCTCCAAAGTTTGCTCTAATTCC | AGGAGGTGGGTCCAAGAGAG      |
| <i>Arg1</i>           | CATTTGGGTGGATGCTCACA      | TGGTACATCTGGGAACCTTCCTTT  |
| <i>Stat6</i>          | CAATGGTCCTGGTCCAAGTGA     | CCAGGCTTTCACACCTCTCCTG    |
| <i>Ap2</i>            | TGAAAGAAGTGGGAGTGGGC      | CCAGCTTGTCACCATCTCGT      |
| <i>Pparg</i>          | CGCGGAAGAAGAGACCTGG       | ACCGCTTCTTCAAATCTTGTCTG   |
| <i>Kdm1a</i>          | CTTCTGGAAGCCAGGGATCG      | GAACAGCTTGTCATTGGCT       |
| <i>Flt1</i>           | TACCTCACCGTGCAAGGAAC      | AAGGAGCCAAAAGAGGGTCG      |
| <i>GPS2</i>           | GGCGAAAGGAACAGAGTGAC      | AGCACTTGGGGTCCAACAT       |
| <i>PTGS1</i>          | CAATGAGTACCGCAAGAGGTTTG   | GTAGAACTCCAACGCATCAATGTC  |
| <i>KDM1A</i>          | TACTGTCTGCTGCTGGGTCTG     | GTACTCTACCTTCGCCCCG       |
| <i>CELC7A</i>         | GGAAGCAACACATTGGAGAATGG   | AGAACCCTGTGGTTTTGACA      |
| <i>CCL24</i>          | ACATCATCCCTACGGGCTCT      | CTTGGGGTCGCCACAGAAC       |
| <i>MRC1</i>           | GGGAAAGGTTACCCTGGTGG      | GTCAAGGAAGGGTCGGATCG      |
| <i>FLT1</i>           | TCATTCCGAAGCAAGGTGTGA     | AGAGTCAGCCACAACCAAGG      |
| <i>CLEC10A</i>        | GAACGGCAGGCAGGGGTATC      | AGGCATTGTTGTTGAGAGTAGCC   |
| <i>RPS14</i>          | GGCAGACCGAGATGAATCCTCA    | CAGGTCCAGGGGTCTTGGTCC     |
| <i>GAPDH</i>          | GTCTCCTCTGACTTCAACAGCG    | ACCACCCTGTTGCTGTAGCCAA    |
| ChIP-qPCR primers     | Forward Primer (5'-3')    | Reverse Primer (5'-3')    |
| ChIP <i>Ptgs1</i> E1  | TTCTCCTCTGCCCACAACAC      | GCATTCTGGAGGTGGCTTCT      |
| ChIP <i>Ptgs1</i> E2  | AACCAATGTGGCTCATGGAGA     | GACGCTTCTTGTGCATGCTC      |
| ChIP <i>Ptgs1</i> Pro | AAAATTCCAAGTCCTGCGCC      | AGGTAGGCCCTAGCCATTCT      |
| ChIP <i>Ptgs1</i> C   | GACACATTGGCAGGACCAGA      | CCAGGCCCCAGGATCAAAAT      |
| 4C-seq primers:       | Forward Primer (5'-3')    | Reverse Primer (5'-3')    |
| <i>Ptgs1</i> pro      | CTCAGACCGTAACTCACGATC     | GCGGAGCCTTGAACGCTAG       |

**Supplementary Table II****Antibodies used in this study**

| Antibody       | Manufacturer   | Item number | Application         |
|----------------|----------------|-------------|---------------------|
| FLAG           | Sigma-Aldrich  | F7425       | WB                  |
| GPS2           | Homemade       | N/A         | WB/ChIP-seq/CUT&Tag |
| H3             | Abcam          | ab1791      | WB                  |
| H3K27ac        | Abcam          | ab4729      | WB/ChIP-seq/CUT&Tag |
| H3K4me1        | Abcam          | ab176877    | WB/ChIP-seq/CUT&Tag |
| H3K4me2        | Abcam          | ab32356     | WB/ChIP-seq/CUT&Tag |
| H3K4me3        | Abcam          | ab8580      | WB/ChIP-seq/CUT&Tag |
| H3K9ac         | Sigma-Aldrich  | 06-942      | ChIP-seq/CUT&Tag    |
| H3K9me2        | Abcam          | ab1220      | WB                  |
| H3K9me3        | Abcam          | ab8898      | WB/ChIP-seq/CUT&Tag |
| HA             | BioLegend      | 901513      | WB                  |
| KDM1A          | Abcam          | ab17721     | WB/ChIP-seq/CUT&Tag |
| NCOR           | Bethyl         | A301-145A   | WB/ChIP-seq         |
| Pol II         | Biolegend      | 8WG16       | ChIP-seq            |
| PTGS1          | Sigma-Aldrich  | AV41836     | WB                  |
| p-STAT6        | Thermo Fisher  | 700247      | WB/ChIP-seq         |
| SMRT           | Bethyl         | A301-147A   | WB/ChIP-seq         |
| STAT6          | Cell Signaling | 9362        | ChIP-seq            |
| STAT6          | Sigma-Aldrich  | S-6433      | WB                  |
| $\beta$ -actin | Abcam          | ab8226      | WB                  |

**Supplementary Table III****Public datasets used in this study**

| GSM number | Antibody      | Type     | Tissue   | Treatment                  | GEO series |
|------------|---------------|----------|----------|----------------------------|------------|
| GSM4848501 | H3K27ac       | ChIP-seq | RAW264.7 | shGFP_for_Gps2 rp1         | GSE130383  |
| GSM4848502 | H3K27ac       | ChIP-seq | RAW264.7 | shGFP_for_Gps2 rp2         | GSE130383  |
| GSM4848503 | H3K27ac       | ChIP-seq | RAW264.7 | shGPS2 rp1                 | GSE130383  |
| GSM4848504 | H3K27ac       | ChIP-seq | RAW264.7 | shGPS2 rp2                 | GSE130383  |
| GSM4848505 | H3K27ac       | ChIP-seq | RAW264.7 | shGFP_for_Smrt_H3K27ac_rp1 | GSE130383  |
| GSM4848506 | H3K27ac       | ChIP-seq | RAW264.7 | shGFP_for_Smrt_H3K27ac_rp2 | GSE130383  |
| GSM4848507 | H3K27ac       | ChIP-seq | RAW264.7 | shSMRT rp1                 | GSE130383  |
| GSM4848508 | H3K27ac       | ChIP-seq | RAW264.7 | shSMRT rp2                 | GSE130383  |
| GSM4848530 | PU.1          | ChIP-seq | RAW264.7 | LPS                        | GSE130383  |
| GSM4848586 | JUNB          | ChIP-seq | RAW264.7 | LPS                        | GSE130383  |
| GSM4848601 | GPS2          | ChIP-seq | RAW264.7 | Basal rp1                  | GSE130383  |
| GSM4848602 | GPS2          | ChIP-seq | RAW264.7 | Basal rp2                  | GSE130383  |
| GSM4848603 | GPS2          | ChIP-seq | RAW264.7 | LPS rp1                    | GSE130383  |
| GSM4848604 | GPS2          | ChIP-seq | RAW264.7 | LPS rp2                    | GSE130383  |
| GSM2845662 | STAT6         | ChIP-seq | BMDM     | Ctrl rp1                   | GSE106706  |
| GSM2845663 | STAT6         | ChIP-seq | BMDM     | Ctrl rp2                   | GSE106706  |
| GSM2845664 | STAT6         | ChIP-seq | BMDM     | IL4 rp1                    | GSE106706  |
| GSM2845665 | STAT6         | ChIP-seq | BMDM     | IL4 rp2                    | GSE106706  |
| GSM2867738 | PPAR $\gamma$ | ChIP-seq | BMDM     | Basal                      | GSE110465  |
| GSM2867739 | PPAR $\gamma$ | ChIP-seq | BMDM     | IL4                        | GSE110465  |
| GSM1631862 | H3K27ac       | ChIP-seq | BMDM     | Basal                      | GSE66774   |
| GSM1631866 | GPS2          | ChIP-seq | BMDM     | Basal                      | GSE66774   |
| GSM2845727 | N/A           | RNA-seq  | BMDM     | <i>Stat6</i> KO Ctrl rp1   | GSE106706  |
| GSM2845728 | N/A           | RNA-seq  | BMDM     | <i>Stat6</i> KO Ctrl rp2   | GSE106706  |
| GSM2845725 | N/A           | RNA-seq  | BMDM     | <i>Stat6</i> KO IL4 6h 1   | GSE106706  |
| GSM2845726 | N/A           | RNA-seq  | BMDM     | <i>Stat6</i> KO IL4 6h 2   | GSE106706  |
| GSM2845707 | N/A           | RNA-seq  | BMDM     | BMDM Ctrl 1                | GSE106706  |
| GSM2845708 | N/A           | RNA-seq  | BMDM     | BMDM Ctrl 2                | GSE106706  |
| GSM2845709 | N/A           | RNA-seq  | BMDM     | BMDM Ctrl 3                | GSE106706  |
| GSM2845710 | N/A           | RNA-seq  | BMDM     | BMDM Ctrl 4                | GSE106706  |
| GSM2845703 | N/A           | RNA-seq  | BMDM     | BMDM IL4 6h 1              | GSE106706  |
| GSM2845704 | N/A           | RNA-seq  | BMDM     | BMDM IL4 6h 2              | GSE106706  |
| GSM2845705 | N/A           | RNA-seq  | BMDM     | BMDM IL4 6h 3              | GSE106706  |
| GSM2845706 | N/A           | RNA-seq  | BMDM     | BMDM IL4 6h 4              | GSE106706  |

How the deposited data were processed for this re-analysis (not part of the article)

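RNA-seq of 2 experiments was analysed, each with 4 groups of 4 libraries: WT and Gps2 KO BMDMs, and shGFP and shKDM1A RAW cells, without IL4 and with 20 ng/ml of IL4 for 6 h. Samples were assigned to groups from their labels and the paper. The 4C-seq, ATAC-seq, ChIP-seq and CUT&Tag samples were not analysed here. The legend of Fig. 6E names BMDMs for the shKDM1A experiment, while the results text and the labels name RAW cells, which is used here.

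The authors counted reads on the exons of RefSeq genes of mm9 with HOMER, condensed to 1 row per gene, and compared groups with DESeq2. For the BMDM experiment the deposited table holds log2 fold changes, p-values and adjusted p-values only, and the design fixed before the data were examined, which assumed counts per library, could not be run. The authors' calls at an adjusted p under 0.05 are therefore used and named as theirs. Genes with a deposited adjusted p of 1 were taken as removed by the authors' filter: in the comparison of KO with WT cells with IL4 they are 3319 genes with p-values from 0.0030, while p-values of the rest reach 1.00. For the RAW experiment the deposited values per library are on a log2 scale. The transformation is not named in the paper's text. The values are moderated for low expression, so they are not counts, and no count model was fitted to them. Decimals in the deposited tables are written with commas and were read as such, so the automatic check of units against the values could not read them.

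From the BMDM table, and from the authors' RAW comparisons where named, standard errors were computed from fold changes and p-values on a normal scale, with p-values listed as 0 set to the smallest that could be handled (26 genes for IL4 in WT cells, 26 for KO against WT without IL4 and 1 with IL4), whose standard errors are therefore upper bounds. RAW values were analysed with R 4.3.3 and limma 3.58.1 (lmFit and eBayes, group means, all contrasts from 1 model), after removing genes without a value of at least 1 in at least 4 libraries, with Benjamini-Hochberg adjustment per contrast. Gene lists were tested with camera on z values. The pseudocount planned for normalized values was not added because the values already were logarithms. Totals per RAW library range from 17554721 to 27782568 tags. The depth of the BMDM libraries is unknown.

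The limma step, the difference of 2 comparisons and the set test were tested on simulated data. The limma step, on 12905 genes with 200 changed, recovered 199 of them with 7 false calls. The difference of 2 comparisons, on 15664 genes with 200 changed, recovered 200 with 16 false calls. Its changes were placed only in precisely measured genes, with noise drawn from the computed standard errors. It therefore does not test whether those standard errors are right. The genes named were every gene the paper names from these experiments, and for 4 comparisons the 5 largest changes in each direction that passed the threshold, by the moderated values for RAW cells. For BMDMs the planned minimum expression could not be applied. Genes with the largest interaction in BMDMs are mostly weakly measured and are not discussed. Alternatives were the filter, the groups in the model, a replicate block, leaving out each library, limits on the fold change, separate control libraries, and, chosen after seeing the data, median centring, quantile normalization, a trended prior variance, the authors' own RAW calls, a second adjustment of the BMDM p-values, a rank-based set test, an estimated correlation and the difference in IL4 response computed from the authors' RAW comparisons. Lists of interferon genes used in the closing section were also chosen after seeing the data.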

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

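The tests in this part were chosen after the results were seen, apart from the rules that single out values. Across 44 groups of 4 libraries, 4 had a library far from the other 3 by Dixon's criterion, where chance alone gives about 1 in 20 groups. Ptgs1 in the fourth shKDM1A IL4 library had a log2 value of 7.72, with the other libraries at 7.79. Clec10a in the fourth shKDM1A control library was at 6.70, and Stat6 in the third shGFP control library at 12.08. The third shKDM1A IL4 library had 24525790 tags, more than the other libraries of its group. These distances are small against the effects reported for Ptgs1, and no explanation for them was tested.

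The IL4 response of several genes named by the paper differed between the groups, by the test of the difference itself. On the moderated values of RAW cells it was smaller with shKDM1A for Ptgs1 (-0.69) and Mrc1 (-0.82) and larger for Arg1 (0.18). Computed from the authors' deposited fold changes, it was larger for Ptgs1 (1.74, adjusted p = 8.0e-10). It was not past the threshold for Mrc1 (-1.45, adjusted p = 0.26) and Arg1 (1.89, adjusted p = 0.77). The direction for Ptgs1 depends on the scale. Its change with shKDM1A was -1.21 moderated and -4.32 deposited without IL4, and -1.91 and -2.58 with IL4. The -0.69 therefore cannot be read apart from the moderation. In BMDMs the response computed from the authors' deposited table was smaller in Gps2 KO cells for Ptgs1 (-1.05), Mrc1 (-0.92) and Clec7a (-2.001), and larger for Arg1 (1.82, standard error 0.61). For Ptgs1, Mrc1 and Clec7a this goes with levels that were already higher in KO cells without IL4. No technical explanation was tested for these differences, and the Arg1 difference rests on an imprecise KO effect without IL4.

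Interferon gene families (Ifi, Ifit, Ifih, Isg, Oas, Mx, Gbp and Irf symbols) were higher with shKDM1A in RAW cells without IL4, which the paper does not report. Their median log2 fold change was 0.30 over 55 genes on the moderated values, and 0.98 over such genes in the authors' deposited table, with 42 higher and 4 lower by limma at an adjusted p under 0.05 (fry, p = 1.1e-15; camera with an estimated correlation, p = 1.6e-05). A list of 30 interferon-stimulated genes, picked after the fold changes had been seen, gave a median of 0.80 on the moderated values. It was set aside because its members were not independent of the pattern, and the families, which were defined by symbol but also after the values were seen, show the smaller value. The tables argue against normalization between libraries as the cause, since the median was 0.28 after quantile normalization. No single library carried the pattern, with a lowest median of 0.29 when each was left out. The shRNA vector or the selected cells cannot be told apart from the loss of KDM1A, because each group of cells carries its own hairpin. The median of 0.30 does not separate them.

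The same families were higher in Gps2 KO than in WT BMDMs without IL4, with a median log2 fold change in the authors' deposited table of 1.85 over 57 genes, 46 of them called higher and 2 lower. Imprecise fold changes of weakly detected genes would leave the precisely measured members near 0, but the 27 genes with a computed standard error under the median of all genes had a median of 1.03. A difference between the mice or cultures other than the Gps2 allele cannot be told apart from the knockout, since the 46 genes come from 1 comparison without values per library. With IL4 the authors' deposited table calls 21 of 56 genes higher and 3 lower, with a median of 0.47 (camera with a preset correlation of 0.01, p = 7.6e-06; by ranks with 0.05, p = 0.0092). The 21 genes with a computed standard error under the median of all genes had a median of 0.065 with IL4, 14 of them higher and 7 lower by sign, and because they go both ways this leaves open how far imprecisely measured genes make up the 0.47. A biological explanation stays open for both cells and was not tested.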

How the results depend on the processing

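The alternatives below were fixed before the data were examined except median centring, quantile normalization, the trended prior variance, the authors' own RAW calls, the second adjustment of the BMDM p-values, the rank-based set test, the estimated correlation and the difference of the authors' RAW comparisons, which were chosen after seeing the data. Because the tables hold no counts, other size factors, library totals, count models, a filter of 10 counts, transcript rows and pseudocounts were not run, and BMDM libraries were not left out, divided or blocked. The comparison of IL4 in Gps2 KO cells is not in the authors' deposited table and was not run.

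The counts of changed genes in RAW cells stayed within 1.5 times under no filter, under the fits of only the compared groups, under each scaling, under the trended prior variance and under the authors' own calls where they exist, and those in BMDMs under the second adjustment. The direction of most calls did not hold for shKDM1A: with IL4 51.3% of the called genes were higher, 56.7% after median centring and 45.0% after quantile normalization, and without IL4 51.7%, 51.8% and 43.2%. Requiring an absolute log2 fold change over 0.5 or over 1 left 319 and 56 genes for shKDM1A with IL4 and 337 and 52 without IL4. The same limits left 174 and 26 genes for IL4 in shGFP cells, 141 and 21 for IL4 in shKDM1A cells, and 17 and 1 for the difference in IL4 response. In BMDMs the limits left 1042 and 342 genes for KO with IL4, 4333 and 1884 without IL4, 2311 and 858 for IL4 in WT cells, and 3767 and 1451 for the difference in IL4 response. A limit on the fold change can only remove genes, which is why these counts fell, and the moderated RAW values make it stricter there. Leaving out each library in turn gave from 4697 to 5214 genes for shKDM1A with IL4, from 4419 to 4592 without IL4, from 2975 to 3202 for IL4 in shGFP cells, from 3018 to 3539 for IL4 in shKDM1A cells and from 530 to 1104 for the difference in IL4 response. Over such fits the share lower with shKDM1A was 63.0% to 67.2%, and the overlap with Gps2 KO was 13 to 15 genes. The two-sided Fisher's exact test of the overlap gave p from 0.045 to 0.24 over them, against 0.14 with all libraries. It was under 0.05 only without the first shGFP IL4 library.

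The share of IL4-induced genes lower with shKDM1A was 62.3% after median centring, 72.7% after quantile normalization, 89.5% with changes over 0.5, 100% with changes over 1, where 1 gene was left, and 58.8% with separate shGFP IL4 libraries, against 65.6%. The last value shows that the shared libraries raise the share. For the others the cause was not tested. The share of IL4-induced genes higher in Gps2 KO was 53.6% by sign alone against 56.9%, and the cause was not tested. The 14 genes higher in KO and lower with shKDM1A became 93 with the IL4 criterion in WT BMDMs alone, 26 in shGFP RAW cells alone, 81 with any IL4 induction, 585 with no IL4 criterion, 22 with the authors' RAW calls, and 79 with the authors' RAW calls and the criterion in WT BMDMs alone, as each of these admits more genes. The exact test's p ranged from 9.0e-33 with no IL4 criterion to 0.43 with the criterion in shGFP RAW cells alone. The oxidative phosphorylation list (-0.15) and the mitochondrial ribosomal protein list (-0.14) were no longer past the threshold with the estimated correlation, which was 0.35 and 0.20 between their genes. The rank-based test and the test without a filter kept all 5 lists past it.

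The replicate numbers did not pair the RAW libraries: over 24 pairs of libraries with the same number the median correlation of their deviations from the group means was 0.04, and 3 pairs were over 0.1. With a replicate block the counts were 5212 genes for shKDM1A with IL4, 4882 without IL4, 3430 for IL4 in shGFP cells, 3459 for IL4 in shKDM1A cells and 732 for the difference in IL4 response. The share lower was 65.5% and the overlap was 16 genes under the block, where the exact test's p was 0.036 in place of 0.14.

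Among single genes, the difference in IL4 response of Ptgs1 turned from -0.69 on the moderated values to 1.74 when computed from the authors' RAW comparisons, past the threshold in both, and the cause was not tested. The scales part most without IL4, where shKDM1A changed Ptgs1 by -1.21 moderated and -4.32 deposited. Of the genes called by both ways, 489 kept their direction and 1, Ptgs1, did not, and 621 genes were called in all against 791. By that alternative the differences of Mrc1 (-1.45) and Arg1 (1.89) were no longer past the threshold, and Flt1 was at 0.081. Other changes near 0 turned sign without passing the threshold in either direction. Without IL4, shKDM1A against shGFP, Mgl2 was at 0.0055 and Stat6 at -0.0080 after quantile normalization. With each library left out, Gps2 ranged from -0.039 to 0.022, Mgl2 from -0.0025 to 0.0023, Clec7a from -0.025 to 0.036 and Arg1 from -0.013 to 0.00069. With IL4, Stat6 was at 0.00063 after median centring and from -0.028 to 0.0045 with each library left out. Of the other single-gene values, 2 passed the threshold under an alternative and 383 kept their call.

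Of the 35 ways to divide the 8 libraries of each comparison into 2 groups of 4, 1, the real one, gave as many calls for shKDM1A with IL4, for shKDM1A without IL4, for IL4 in shGFP cells and for IL4 in shKDM1A cells. For the difference in IL4 response, 1 of 100 splits, the real one among splits drawn at random, gave as many. No such count can be made for BMDMs.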

Differences from the paper's values

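The IL4 cutoff of 0.5 was applied here to moderated RAW values, which makes it stricter. Among IL4-induced genes changed by both depletions, the paper shows about 320 in Fig. 6F, read by eye, and 24 were found here. With the authors' deposited RAW comparisons, chosen after seeing the values, 52 were found. The paper shows about 120 of its genes higher in Gps2 KO and lower with shKDM1A in Fig. 6F, read by eye, against 14 here. It shows about 64 higher in both depletions in Fig. 6F against 4, about 78 lower in both in Fig. 6F against 2, and about 62 lower in KO and higher with shKDM1A in Fig. 6F against 4. Of the alternatives set before the data were examined, the IL4 criterion in WT BMDMs alone gave 243 genes changed by both depletions, within 1.5 times of the paper's number, with 93, 56, 49 and 45 in the 4 classes, of which the third stayed outside 1.5 times. With any IL4 induction in both cells, 81 genes were higher in KO and lower with shKDM1A and 46 were higher in both, within 1.5 times of the paper's numbers, while 39, 34 and the total of 200 were not. No filter, the replicate block, the criterion in shGFP RAW cells alone and no IL4 criterion did not come within 1.5 times for any of them. With the authors' own RAW calls and the criterion in WT BMDMs alone, chosen after seeing the values, 47 genes were higher in both, within 1.5 times of the paper's number, while the other classes and the total of 210 were not.

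The paper reports no changes of demethylase genes in GPS2-depleted cells, whereas 5 of the 7 genes were called higher in Gps2 KO BMDMs without IL4 in the authors' deposited table, by at most 0.44 on the log2 scale. It reports that depletion of GPS2 left other core subunits of the complex unaffected, whereas Tbl1x (-0.33) was called lower without IL4 in the authors' deposited table. The paper also reports that transcription factor expression was unaffected by either depletion, whereas 15 of the 22 genes were called in Gps2 KO BMDMs without IL4 in the authors' deposited table and 15 with shKDM1A without IL4 in RAW cells. It reports that IL4 induction of Ptgs1, Flt1 and Mrc1 was reduced by loss of KDM1A. Here the levels of all 3 with IL4 were lower, whereas the IL4 response of Flt1 did not differ on the moderated values (adjusted p = 0.998), and that of Ptgs1 was smaller on them (-0.69) but larger when computed from the authors' deposited fold changes (1.74), which was chosen after seeing the values. It states that expression of PU.1 and AP1 members was not altered by IL4, whereas Junb rose by 0.35 and Jund by 0.38 in RAW cells, and the authors' deposited table calls Jun (0.39), Jund (0.41), Fosl2 (1.51) and Fos (-1.37) in WT BMDMs. The heatmap of Fig. 1B is described as the top 20 genes by adjusted p, and 3 of 22 genes looked up for it were among the top 20 IL4-induced genes by p here. Chil4, shown there, was lower in KO cells (-1.24) in the authors' deposited table.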

Other observations

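The tests in this part were chosen after the results were seen. The paper finds by RT-qPCR that IL4-induced Arg1 was unchanged in Gps2 KO BMDMs. In the RNA-seq of such cells, the log2 fold change of Arg1 with IL4 was -0.14 in the authors' deposited table (adjusted p = 4.6e-07 from DESeq2), with a computed standard error of 0.03. The paper also finds by RT-qPCR that Mrc1 was lower with shKDM1A in unstimulated RAW cells. There the moderated RNA-seq values gave -0.02 (standard error 0.03, adjusted p = 0.74 from limma). The authors' deposited table gives -0.37 (adjusted p = 0.73 from DESeq2, computed standard error 0.66), too imprecise to disagree with the RT-qPCR. On the moderated values Ptgs1, at -1.21, and Flt1, at -0.54, were lower in unstimulated cells, and Arg1, at -0.01, was not. For Arg1 the authors' deposited table gives -0.99 with a computed standard error of 1.79, which leaves its change undetermined. Clec7a rose by 0.25 with shKDM1A in IL4-treated RAW cells (adjusted p = 0.00053 from limma), opposite to Ptgs1.

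Chance values of the shGFP IL4 libraries, which both comparisons share, would make IL4-induced genes appear lower with shKDM1A even without an effect. With separate libraries the lowest share by sign was 58.8%, above the 52.4% that was the highest in simulations without an effect. As far as simulations with independent genes show, the shared libraries are therefore not the whole cause of the direction by sign, though they raise the share. The share among called genes, 65.6%, was below the 67.9% to 79.1% of simulated genes with an unadjusted p under 0.05. Those simulated genes pass by chance alone and at another threshold, so the comparison decides nothing. No biological explanation was tested.

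The enrichment of IL4-induced genes among those higher in Gps2 KO BMDMs without IL4 depends on the background: 706 genes were found against 767.0 expected over the genes that passed the authors' filter, and against 434.6 expected over 25059 genes.

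With shKDM1A in RAW cells, the moderated log2 value of Lyz1 rose by 3.23 with IL4 (standard error 0.03) and by 2.86 without. Irf7 rose by 2.30 with IL4 and by 2.23 without. Reads shared between Lyz1 and the related lysozyme gene Lyz2 leave the first value uncertain.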
